# Oral microbial extracellular DNA initiates periodontitis through gingival degradation by fibroblast-derived cathepsin K in mice

**DOI:** 10.1038/s42003-022-03896-7

**Published:** 2022-09-14

**Authors:** Takeru Kondo, Hiroko Okawa, Akishige Hokugo, Bhumika Shokeen, Oskar Sundberg, Yiying Zheng, Charles E. McKenna, Renate Lux, Ichiro Nishimura

**Keywords:** Biofilms, Dental diseases

## Abstract

Periodontitis is a highly prevalent disease leading to uncontrolled osteoclastic jawbone resorption and ultimately edentulism; however, the disease onset mechanism has not been fully elucidated. Here we propose a mechanism for initial pathology based on results obtained using a recently developed Osteoadsorptive Fluogenic Sentinel (OFS) probe that emits a fluorescent signal triggered by cathepsin K (Ctsk) activity. In a ligature-induced mouse model of periodontitis, a strong OFS signal is observed before the establishment of chronic inflammation and bone resorption. Single cell RNA sequencing shows gingival fibroblasts to be the primary cellular source of early *Ctsk*. The in vivo OFS signal is activated when Toll-Like Receptor 9 (TLR9) ligand or oral biofilm extracellular DNA (eDNA) is topically applied to the mouse palatal gingiva. This previously unrecognized interaction between oral microbial eDNA and Ctsk of gingival fibroblasts provides a pathological mechanism for disease initiation and a strategic basis for early diagnosis and treatment of periodontitis.

## Abstract (web summary)

A highly sensitive imaging probe shows that oral microbial extracellular DNA triggers early activity of Ctsk in gingival fibroblasts, initiating periodontitis in mice.

## Introduction

Periodontal disease is a highly prevalent non-communicable inflammatory disease of the tooth-supporting tissues that affects ~70% of adults over 65 years old in the United States^1^, and significantly contributes to the global health burden^2^. The pivotal devastation of periodontitis is uncontrolled tooth-supporting jawbone resorption by overly activated osteoclasts, which is strongly correlated with dental morbidity^3^. It has been postulated that dysbiotic shifts of oral commensal bacterial communities cause aberrant oral barrier immunity^4^, including local differentiation of Th17 cells^5^ and mobilization of neutrophils^6^. These clusters of highly potent immune cells not only develop and sustain chronic inflammation in the oral barrier tissue but also stimulate localized osteoclastogenesis. The clinical diagnosis of periodontitis is currently based, in large part, on dental radiographs of the alveolar bone morphological changes^7^. However, when bone resorption is clearly detected radiographically, the disease has already progressed and irreversible changes to the bone level, which often lead to tooth loss, have manifested.

The degree of periodontal pocket formation generated by the loss of gingival attachment to the affected dentition also serves as a critical diagnostic measure for the severity of periodontitis^8^. The periodontal pocket provides an anaerobic environment suitable for colonization by periodontal pathogens that can trigger dysbiotic shifts of oral commensal microbial communities. The periodontal pocket is formed by the disarrangement and degradation of gingival and periodontal ligament extracellular matrix (ECM) and the apical extension of the junctional epithelium^9^. Initial gingival inflammatory responses are prompted by the presence of oral biofilm communities at the tooth-tissue interface of the gingival sulcus^10^. A study of human cadaver tissues revealed that periodontal pocket formation was accompanied by degradative changes in gingival and periodontal ligament fibroblasts and collagenous ECM^11^. However, a knowledge gap still exists: how gingival and periodontal ligament ECM is degraded prior to the development of chronic oral barrier inflammation; and how oral microorganisms contribute to the initiation of periodontal pocket development.

Osteoclasts secrete cathepsin K (Ctsk), a cysteine protease that degrades the bone collagen matrix^12^. Ctsk was also found to be secreted by other cell types that contributed to pathological processes of tendon^13^ and vascular tissues^14^. We have recently developed a bone-targeting, Ctsk-activated fluorescent sensor, Osteoadsorptive Fluorogenic Sentinel (OFS) probes, in which a bisphosphonate (BP) moiety is covalently attached to a fluorophore linked via a Ctsk octapeptide substrate to an internal quencher that suppresses external fluorescence by Förster resonance energy transfer (FRET). The inclusion of the BP modifier results in adsorption of OFS to bone surfaces, where an external fluorescent signal is activated if locally released Ctsk cleaves the linker^15^. The sensitivity of OFS fluorescence activation has been demonstrated in a humanized mouse model of multiple myeloma where the OFS signal was detected at the orthotropic grafted site of luciferase-tagged multiple myeloma cells prior to the detection of luciferase activity^15^.

In this investigation, we employed OFS probes in an experimentally induced murine periodontitis model to elucidate the pathological mechanism of periodontitis initiation by detecting early Ctsk activity prior to the manifestation of radiographic bone changes. This in vivo research platform surprisingly identified early Ctsk activity of gingival fibroblasts immediately after the ligature placement. Furthermore, the in vivo OFS signal was detected when microbial extracellular DNA (eDNA) was topically applied to mouse palatal gingiva. This previously unrecognized relationship between eDNA and gingival Ctsk provides evidence for the processes involved in the initial progression of periodontitis leading to effective diagnostic and therapeutic modalities.

## Results

### Ctsk activation prior to inflammation and bone resorption in a ligature-induced mouse periodontitis model

We used the ligature-induced mouse periodontitis model (Supplementary Fig. 1a), which was previously reported to establish chronic inflammation and alveolar bone resorption 5–7 days after silk suture placement around the maxillary second molar^5,16^. Gingival swelling was observed 3 days after the ligature placement (Supplementary Fig. 1b) and localized to the ligature placement side (Supplementary Fig. 1c). The induction of inflammatory cytokine gene expression was also progressively increased in the gingiva of the ligature placement side over the experimental period (Supplementary Fig. 1d). The MicroCT image evaluation showed clear radiographic alveolar bone reduction on day 7 (Fig. 1a, b).

**Fig. 1:**
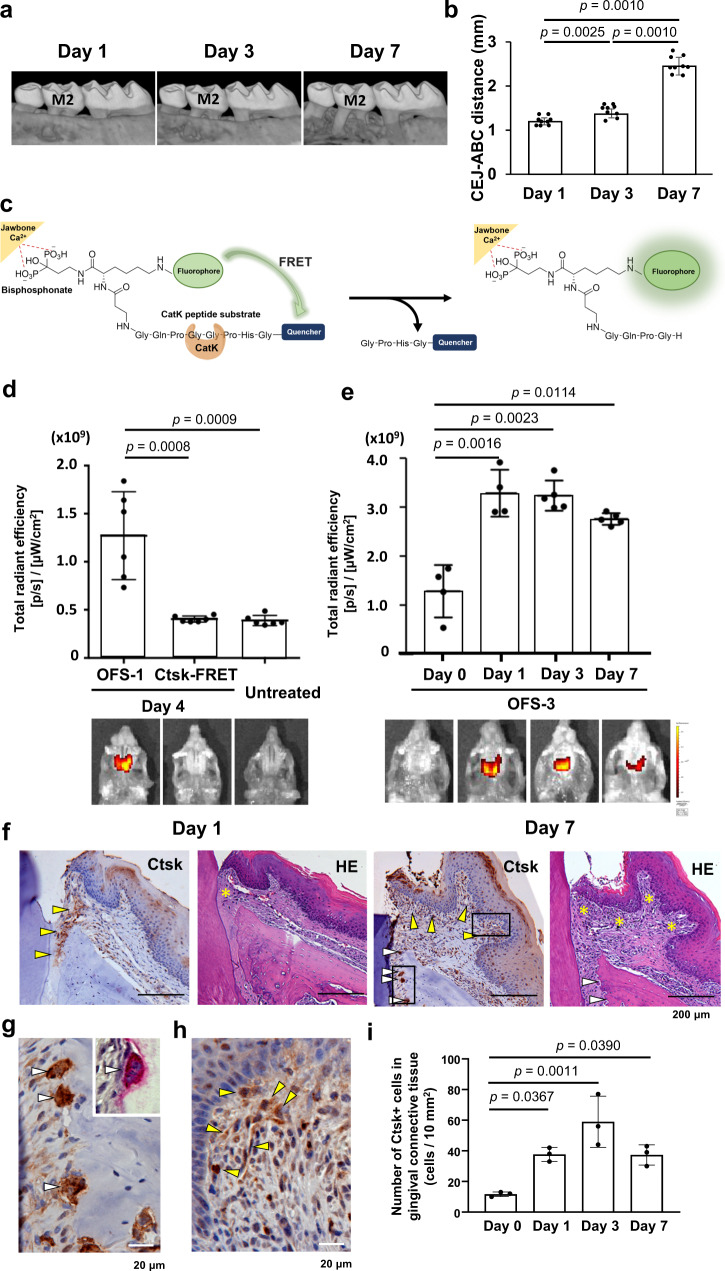
Early cathepsin K (Ctsk) activation in the ligature-induced periodontitis in mice. **a** The ligature (5.0 silk suture) was placed around the maxillary second molar (M2). Representative microCT images of the maxilla taken from the lateral view at the 1, 3, and 7 days after ligature placement. **b** Alveolar bone loss was measured at the middle of the second molar from cementoenamel junction (CEJ) to the alveolar bone crest (ABC) (*n* = 9). **c** The Osteoadsorptive Fluorogenic Sentinel (OFS) probe. OFS binds strongly to bone, where it remains quenched until activation by Ctsk through cleavage of a linker region containing the Ctsk substrate motif. **d** Day 4 of ligature placement, OFS-1 signal was detected but the fluorescent signal was not detected from a commercially available Ctsk FRET probe without a bisphosphonate bone anchoring element (SensoLyte 520, Anaspec, Fremont, CA) (*n* = 6). **e** Representative images showing Ctsk activation of OFS-3 fluorescence detected by an IVIS Spectrum system at 0, 1, 3, and 7 days after ligature placement. Quantification of the fluorescent signal was performed by region-of-interest placement to capture the entire palate, and results were represented as the total fluorescent signal (*n* = 4–5). **f** Immunohistochemical staining for Ctsk, counterstaining with methylene blue, and HE staining of the periodontal tissue at the 1 and 7 days after ligature placement. *Yellow arrows* indicate the Ctsk positive cells in the gingival and periodontal ligament connective tissue. *White arrows* indicate the Ctsk-positive osteoclasts on the alveolar bone and osteoclastic lacunae. *Yellow asterisks* indicate disintegrated gingival connective tissue. **g** A high-magnification photomicrograph of Day 7 IHC depicting Ctsk+ osteoclasts (while arrows). The insert shows TRAP+ osteoclasts. **h** A high-magnification photomicrograph of Day 7 IHC depicting Ctsk+ connective tissue cells (*yellow arrows*). **i** The number of Ctsk+ cells in gingival connective tissue (*n* = 3). ANOVA with Tukey’s multiple-comparison test (**b**, **e**, **i**) and Student’s *t* test (**d**). Data are presented as mean values ± SD; *p* < 0.05 was considered significant. The source data are provided in Supplementary Data 1, **b**, **d**, **e**, **i**.

To monitor disease initiation and progression, we determined Ctsk activity using the OFS probe (Fig. 1c)^15^. We synthesized a fluorescein-OFS probe (OFS-1) with a 5-FAM fluorophore which emits at 518 nm, quenched by BHQ-1, and a far-red OFS probe (OFS-3) which emits at 650 nm (SulfoCy5 quenched by BBQ-650) (Supplementary Fig. 2a–c). Both OFS-1 and OFS-3 gave rise to similar results. Unlike a commercially available Ctsk FRET probe (SensoLyte 520, Anaspec, Fremont, CA) without bone retention properties, the incorporation of a bone anchoring property into the OFS probe allowed localization to the jawbone surface, which provided sensitive detection of local Ctsk activity (Fig. 1d).

OFS probe administration by intravenous (IV) injection was combined with the ligature-induced periodontitis mouse model. This in vivo research platform clearly demonstrated that Ctsk was activated from Day 1 after ligature placement (Fig. 1e). These results suggest that Ctsk activation occurred in the very early stages of periodontitis development prior to the establishment of chronic gingival inflammation and alveolar bone resorption.

Immunohistochemical (IHC) staining revealed the presence of Ctsk in the periodontal ligament and gingival connective tissue on Day 1 (Fig. 1f). On Day 7, Ctsk was strongly observed in osteoclasts on the surface of alveolar bone (Fig. 1f, g). It was noted that the Ctsk+ cells in the gingival connective tissue (Fig. 1h) remained in the area beneath the epithelial layer from Day 1 to Day 7 (Fig. 1i). These results indicated that Ctsk was secreted by cells in the gingiva connective tissue other than osteoclasts.

### Ctsk induced periodontal connective tissue degradation

To explore the pathological function of Ctsk in periodontitis, odanacatib, an inhibitor of Ctsk^17^, was administered to mice upon ligature placement. Picrosirius red staining showed that ligature placement induced severe degradation of gingival connective tissue and periodontal ligament on Day 7, whereas it was significantly attenuated by the oral gavage administration of odanacatib (Fig. 2a, b). Moreover, bone resorption was also suppressed by odanacatib (Fig. 2c, d) as expected^18^. These results suggest that Ctsk could play important roles in periodontal tissue ECM degradation as well as osteoclastic alveolar bone resorption.

**Fig. 2:**
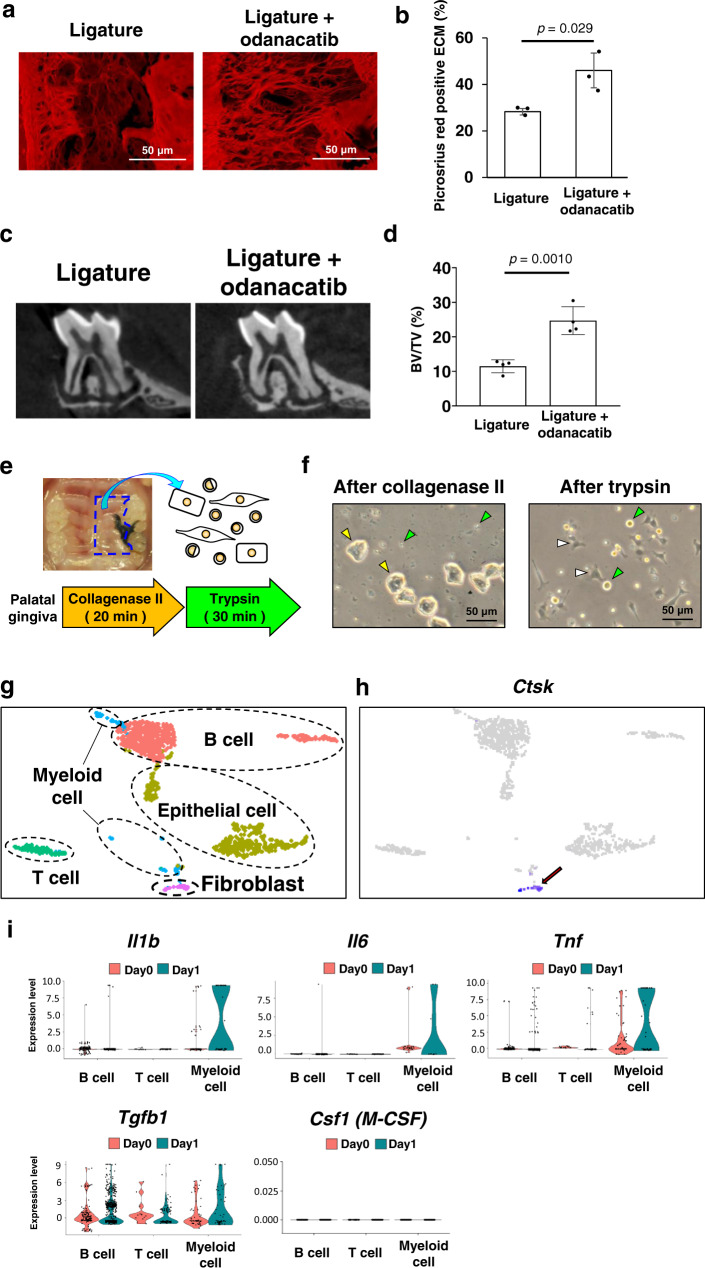
The pathological role of Ctsk and its cellular source in mouse gingiva. **a** Representative fluorescent picrosirius red images of the gingival connective tissue and periodontal ligament at 7 days after ligature placement with or without administration of the Ctsk inhibitor odanacatib (scale bars: 50 μm). **b** The picrosirius-stained collagen structure in the periodontal ligament connective tissue area was measured as percentage of the area between tooth surface and the surface of alveolar bone (*n* = 3). **c** Representative microCT cross-sectional images of second molar 7 days after ligature placement with or without odanacatib administration. **d** The average bone volume/total volume (BV/TV) in the alveolar bone on the buccal and palatal side of the second molar as measured from the apex of the root to the cementoenamel junction (*n* = 4). **e** Single-cell dissociation method for the ligature side of the palate at 1 day after ligature placement. **f** Phase-contrast images of dissociated cells after collagenase II treatment and trypsin treatment (scale bars: 50 μm). *Yelllow arrows* indicate epithelial cells. *Green arrows* indicate immune cells. *White arrows* indicate fibroblasts. **g** Single-cell RNA-sequencing (scRNA-seq) *t*-SNE projection plots showing major classes of dissociated cells at 1 day after ligature placement. Colors indicate cell type (*Red*: B cell, *yellow*: epithelial cell, *green*: T cell, *blue*: myeloid cell, *pink*: fibroblast). **h** scRNA-seq *t*-SNE projection plots showing transcript accumulation for *Ctsk* genes predominantly in fibroblasts (arrow). **i** Comparative evaluation of scRNA-seq of gingival cells derived from untreated (Day 0) and 1 day after the ligature placement (Day 1). The early reaction of the ligature placement was depicted by upregulation of inflammatory cytokines *Il1b*, *Il6* and *Tnf* by myeloid cells. The expression pattern of *Tgfb1* and *Csf1 (M-CSF)* was not affected by ligature placement for 1 day. Student’s *t* test (**b**, **d**). Data are presented as mean values ± SD; *p* < 0.05 was considered significant. The source data are provided in Supplementary Data 1, **b**, **d**.

### Identification of the cellular source of Ctsk in the early periodontitis lesion

To identify the cellular source of Ctsk in the gingival tissue at Day 1 of ligature placement, we performed single-cell RNA-sequencing (scRNA-seq). The ligature side of the palatal gingiva at 1 day after ligature placement was harvested and exposed to two types of enzymes (Collagenase II and Trypsin) (Fig. 2e, f). We identified five major cell types dissociated from the palatal gingiva by cluster mapping using the expression of lineage-specific genes: *Cd19* for B cells; *Cd3e* for T cells; *Lyz2* for myeloid cells; *Krt5* for epithelial cells; and *Col1a1* for fibroblasts (Fig. 2g and Supplementary Fig. 3). scRNA-seq data were screened for *Ctsk* and a high level of *Ctsk* expression was observed in the fibroblast cluster. Our data indicated that gingival fibroblasts were the major cellular source of Ctsk in the initial stage of periodontitis development (Fig. 2h). We also obtained gingival cells from naïve control mice designated as Day 0. scRNA-seq of gingival immune cells indicated the increased pro-inflammatory cytokines: *Il1b, Il6,* and *Tnf* in the myeloid cells from Day 0 to Day 1 (Fig. 2i), consistent with early myeloid cell infiltration^19^.

### TLR9 stimulation induced Ctsk activation and gingival ECM degradation

To investigate the role of oral microbial biofilms in the activation of gingival Ctsk, in the present study cultured human oral microbial biofilm containing a mixture of live bacteria and extracellular polymeric substances (EPS)^20^ or planktonic bacteria were topically applied to the mouse palatal gingiva covered by a custom-made oral appliance for 1 h. Three days after the topical application of human oral microbial biofilm or planktonic bacteria, OFS was administered by IV injection. The resulting OFS fluorescence was measured the following day, which revealed that human oral microbial biofilm activated the OFS signal, while OFS activation was minimal in the corresponding planktonic bacteria topical application group (Fig. 3a, b). From these results, we hypothesized that components of the EPS matrix induced the gingival Ctsk activation.

**Fig. 3:**
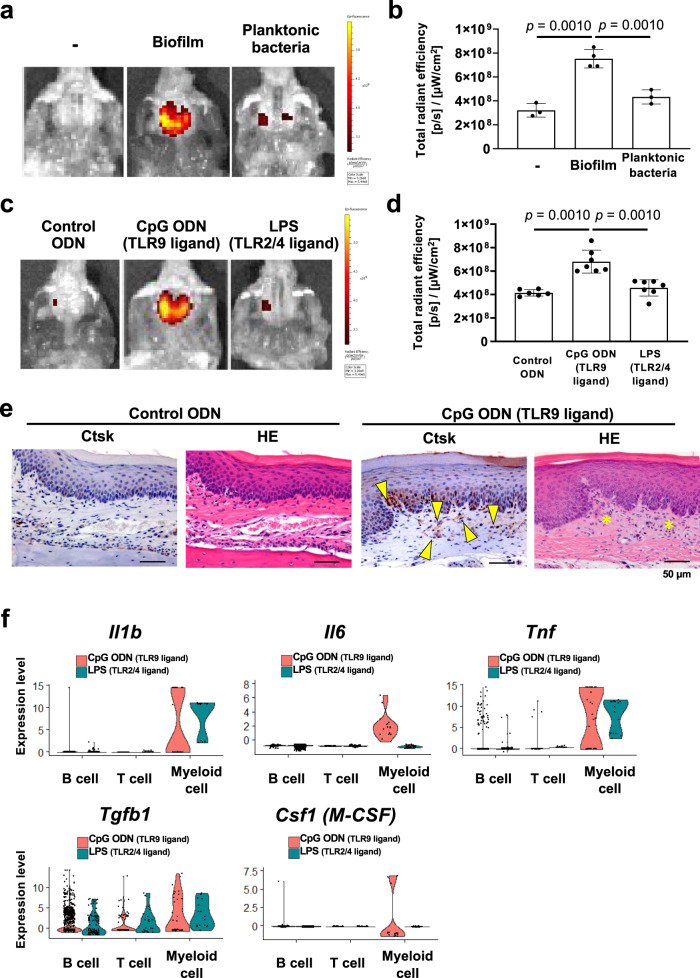
Topical application of human oral biofilm and biofilm components to activate Ctsk in palatal tissue of mice. **a** Cultured human oral microbial biofilm or planktonic bacteria was topically applied to the mouse palatal gingiva for 1 h covered by an oral appliance. OFS-1 was IV injected 3 days after the topical application of human microbial samples and 24 h later, the Ctsk activation was detected by OFS-1 fluorescence. **b** Quantification of the OFS-1 fluorescent signal at 4 days after topical application of cultured oral microbial biofilms or planktonic bacteria to the palate (*n* = 3–4). **c** Representative images showing OFS-1-derived fluorescent signal 4 days after the topical application of control ODN, CpG ODN (TLR9 ligand), or LPS (TLR2/4 ligand) solution to the palatal gingiva (*n* = 6–7). **d** Quantification of the OFS-1 fluorescent signal after topical application of control ODN, CpG ODN, or LPS to the mouse palatal gingiva. **e** Immunohistochemical staining for Ctsk and HE staining of the periodontal tissue at 4 days after topical application of control ODN or CpG ODN (scale bars: 50 μm). *Yellow arrows* indicate Ctsk positive cells in the connective tissue. *Yellow asterisks* indicate the disintegrated gingival connective tissue. **f** scRNA-seq violin plots showing gene expression levels of *Il1b*, *Il6*, *Tnf*, and *Csf1(M-CSF)* in myeloid cells which were collected from the palatal gingival tissue 4 days after topical application of CpG ODN or LPS solution, which did not affect *Tgfb1* expression. ANOVA with Tukey’s multiple-comparison test (**b**, **d**). Figure presented as mean values ± SD; *p* < 0.05 was considered significant. The source data are provided in Supplementary Data 1, **b**, **d**.

Toll-like receptors (TLRs) are known to play critical roles in the defense against microorganisms and to activate inflammatory responses^21^. This study topically applied synthetic CpG DNA oligonucleotide (CpG ODN) stimulating TLR9^22^ and *Porphyromonas gingivalis* lipopolysaccharide (LPS) activating TLR2/4^23^ to the mouse palate for 1 h, followed by administration of OFS probe on Day 3 and examination of OFS activation on Day 4. The TLR9 ligand CpG ODN induced the OFS signal significantly more than the TLR2/4 ligand LPS (Fig. 3c, d). IHC analysis showed that CpG ODN activated Ctsk in gingival fibroblasts localized below the epithelial layer (Fig. 3e). The area of gingival ECM with Ctsk+ fibroblasts appeared to have lost typical collagen architecture, suggesting localized gingival ECM degradation (Fig. 3e).

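Palatal gingiva was harvested 4 days after a topical application, for 1 h, of 3 µl of 1 µg/ml CpG ODN, a synthetic DNA oligonucleotide that is a ligand of TLR9, or of *P. gingivalis* LPS, a ligand of TLR2/4. For each ligand, equal numbers of cells from 4 mice were combined into 1 scRNA-seq library, so the libraries carry no replicate, no test between the ligands was possible, and every interval below (95%) covers counting error only. In this droplet assay each captured RNA molecule carries a unique molecular identifier (UMI), and the authors deposited the number of UMIs per gene and barcode, aligned and counted with Cell Ranger (version 4.0.0 in the file headers) and not normalized. The CpG ODN library held 6219 barcodes with 72173148 UMIs, and the LPS library held 2016 barcodes with 38656738 UMIs. As in the methods of the paper, cells with fewer than 800 detected genes were discarded, which left 4888 cells of the CpG ODN library with a median of 11077.5 UMIs and 1277 cells of the LPS library with a median of 22680 UMIs. Xist had 59107 and 32716 UMIs in the CpG ODN and LPS libraries, while of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d only Uty and Kdm5d had a UMI, 1 each in the CpG ODN library, as female mice would give.

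Cells of both libraries were clustered together without the cytokine and immune response genes compared here, and 26 of the 28 clusters were given a cell class from lists of marker genes. No cell was removed as a doublet. Epithelial-like cells made up 76.5% of the cells of the CpG ODN library (75.2 to 77.6%) and 76.8% of those of the LPS library (74.4 to 79.1%). B-like cells made up 5.79% (5.15 to 6.48%) and 5.40% (4.23 to 6.79%), T-like cells 1.66% (1.32 to 2.06%) and 2.04% (1.33 to 2.97%), and fibroblast-like cells 4.87% (4.28 to 5.51%) and 4.15% (3.12 to 5.39%), respectively. Myeloid-like cells were few, with 35 cells or 0.716% (0.499 to 0.994%) after CpG ODN and 13 cells or 1.02% (0.543 to 1.73%) after LPS. The clusters left without a name, numbers 14 and 18, held 142 and 97 cells of the CpG ODN library and 0 and 4 cells of the LPS library.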

The cells dissociated from the palatal gingiva that were exposed to CpG ODN or LPS were analyzed by scRNA-seq (Fig. 3f). CpG ODN-treatment induced higher expression of *Il1b, Il6, Tnf,* and *Csf1* (*M-CSF)* in myeloid cells compared to LPS, while similar *Tgfb1* expression between the CpG ODN and LPS groups was observed in B cells, T cells and myeloid cells (Fig. 3f). In addition, we compared the scRNA-seq data of LPS, CpG ODN to Day 0 and Day 1 of ligature placement. 

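Expression in a cell class was computed as the UMIs of a gene summed over the cells of the class, per 1000000 UMIs of those cells (CPM). The 35 myeloid-like cells of the CpG ODN library had a median of 5393 UMIs and the 13 of the LPS library a median of 8283 UMIs. *Il1b* (ENSMUSG00000027398, chromosome 2 of GRCm38, 129364570 to 129371139) had 118 UMIs after CpG ODN, or 474 CPM (393 to 568), and 281 UMIs after LPS, or 3243 CPM (2875 to 3645). The CpG ODN/LPS ratio was 0.146 (0.117 to 0.182), which is a 6.84-fold higher level in the LPS library. A UMI of *Il1b* was found in 10 of 35 cells (28.6%, 14.6 to 46.3%) and in 8 of 13 cells (61.5%, 31.6 to 86.1%). With every cell thinned to 1500 UMIs, which left out no myeloid-like cell of either library, these shares were 22.5% and 55.6%, and their intervals overlapped. Among B-like cells, which should lack the gene, 1 of 283 and 0 of 69 cells had a UMI at medians of 2149 and 3157 UMIs per cell. A single cell held 41.5% of the *Il1b* UMIs after CpG ODN and 45.9% after LPS, and without both cells the ratio was 0.146 (0.108 to 0.195). A sub-cluster of 5 CpG ODN cells led by keratin genes, which may hold doublets, had no *Il1b* UMI. Without these 5 cells the ratio was 0.228 (0.182 to 0.284), a 4.39-fold higher level in the LPS library. The ratio was below 1 under all 17 alternatives that gave one, from 0.0543 to 0.505, and it moved most, to 0.505 (0.395 to 0.641), when myeloid cells were taken cell by cell from the signature genes of the paper. Most of these alternatives re-use the same cells, so they are not independent. The macrophage-like or monocyte-like sub-cluster, with 1 and 0 UMIs of *Il1b*, gave no ratio.

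*Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had 64 UMIs after CpG ODN, or 257 CPM (198 to 328), and 134 UMIs after LPS, or 1546 CPM (1296 to 1832). Its ratio was 0.166 (0.122 to 0.226), a 6.01-fold higher level in the LPS library. The shares of cells with a UMI were 57.1% (39.4 to 73.7%) and 76.9% (46.2 to 95.0%), and 29.0% and 53.5% after thinning, again with overlapping intervals, against 6 of 283 and 1 of 69 B-like cells. Within the macrophage-like or monocyte-like sub-cluster alone the direction changed, with 22 UMIs in 16 cells after CpG ODN and 1 UMI in 2 cells after LPS, a ratio of 6.35 (1.03 to 262) that rests on that 1 UMI, while in the neutrophil-like sub-cluster the ratio was 0.138 (0.0489 to 0.316). Of the 5 and 8 cells of that sub-cluster, only 1 and 5 had at least 10 UMIs of *S100a8*. Its cells therefore differed between the libraries, and 0.138 need not compare like cells. *Csf1* (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469) had 1 UMI after CpG ODN and 11 UMIs in 4 cells after LPS, a ratio of 0.0317 (0.000736 to 0.218). These UMIs all lay in the neutrophil-like sub-cluster, where the ratio was 0.140 (0.00325 to 0.963). The 11 after LPS were in cells with at least 10 UMIs of *S100a8*, of which the libraries held 1 and 5. For *Csf1* the mix of cells and the ligand therefore cannot be told apart. *Il6* (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had 3 UMIs in 3 cells after CpG ODN and none after LPS, where a count of 0 allows up to 34.6 CPM, so a difference in *Il6* was not detectable at this depth.

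*Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) had 59 UMIs in myeloid-like cells after CpG ODN and 22 after LPS, with 237 CPM (181 to 306) against 254 CPM (159 to 384) and a ratio of 0.934 (0.564 to 1.60). In B-like cells it had 142 and 45 UMIs, 211 CPM (177 to 248) and 190 CPM (139 to 254), a ratio of 1.11 (0.787 to 1.59). In T-like cells it had 37 and 25 UMIs, 145 CPM (102 to 199) and 179 CPM (116 to 264), a ratio of 0.808 (0.474 to 1.40). All 3 intervals hold 1. They no longer did for myeloid cells taken from the signature genes cell by cell, at 3.45 (2.04 to 6.03), or for B-like cells with at least 1200 detected genes, at 0.577 (0.392 to 0.878). With at least 1200 genes the cells were clustered and named again, which gave 243 and 35 B-like cells against 283 and 69. The proportional loss was larger after LPS, although those B-like cells were deeper (medians of 3157 against 2149 UMIs). The B-like class at 1200 genes therefore need not hold the same cells. From the violin plots of these genes (Fig. 3f), the paper states a higher expression of the cytokine genes after CpG ODN than after LPS in myeloid cells, and a like expression of *Tgfb1*.

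**Figure D1:**
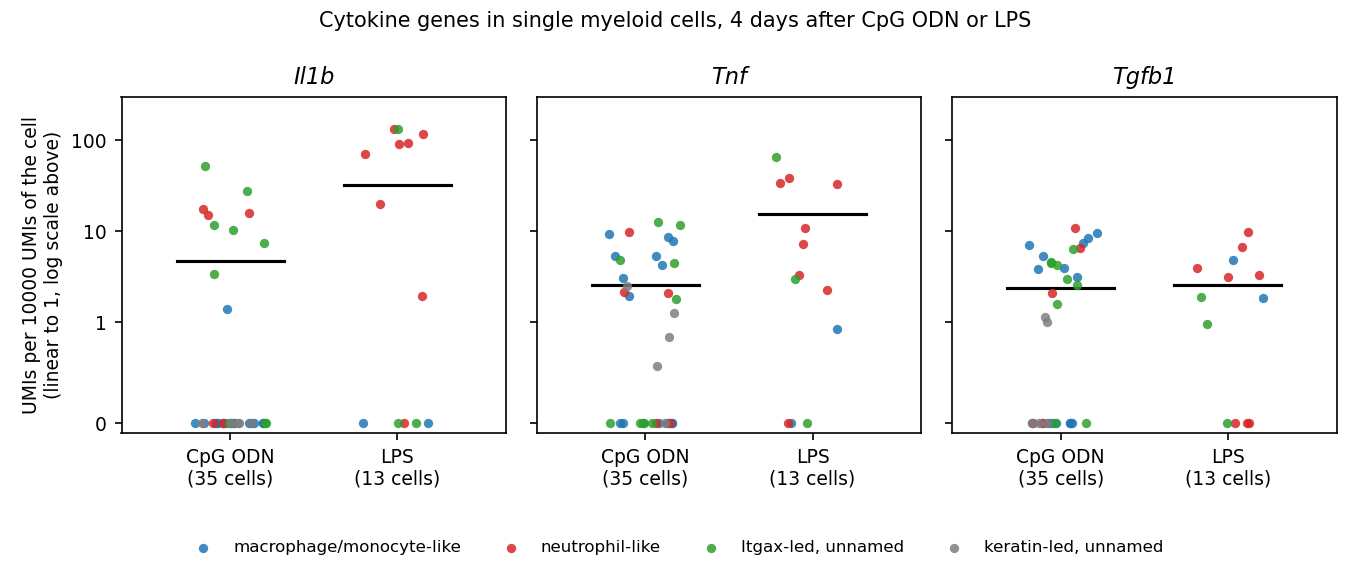
UMIs of Il1b, Tnf and Tgfb1 per 10000 UMIs of the cell (vertical axis, linear up to 1 and logarithmic above) in each of the 35 myeloid-like cells after CpG ODN and the 13 after LPS. Each point is a cell, coloured by sub-cluster and spread sideways at random, and each line is the level of the summed cells, which for Il1b is 6.84-fold and for Tnf 6.01-fold higher in the LPS library.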

While Day 0 scRNA seq did not show noticeable cytokine gene expression, we found that the gene expression pattern of Day 1 scRNA seq (Fig. 2i) is similar to that of CpG ODN scRNA seq (Fig. 3f). Thus, we propose that the similarity in cytokine expression pattern of Day 1 and CpG ODN might indicate that Day 1 inflammation may, at least in part, be induced by microbial DNA-related inflammatory reaction.

### Mechanism of gingival fibroblast Ctsk activation by CpG ODN

TLR9 is predominantly located intracellularly in immune cells including dendritic cells in the oral barrier tissue^24^. Therefore, we initially expected gingival epithelial dendritic cells (Langerhans cells) or oral barrier dendritic cells to be the primary sensor of CpG ODN. Analysis of scRNA-seq data suggested the presence of *Cd207 (Langerin)*+ cells in the myeloid cell cluster of Day 0 and Day 1 gingiva (Supplementary Fig. 4a, d, respectively). The myeloid cell cluster was further subclustered and one subcluster was found to express *Cd207 (Langerin), Epcam,* and *Cd11c* (Supplementary Fig. 4b, e) indicating that Langerhans cells dissociated from gingival epithelium were included in the myeloid cell cluster. The scRNA-seq data of the myeloid cell subclusters were further examined for TLR gene expression (Supplementary Fig. 4c, f) but *Tlr4 or Tlr9* were not detected in the Langerhans cells.

As activation and stability of TLRs are not only regulated by putative gene transcription but also by post-translational modifications such as proteolytic cleavage and phosphorylation^25^, we investigated the gene expression of downstream signal transduction cascades initiated by activated TLR9. We found that the downstream genes *Myd88*, *Irak1*, *Map3k7*(*TAK1),* and *Nfkb* were highly expressed in the fibroblast cluster in our scRNA-seq analysis (Fig. 4a). We thus hypothesized that gingival fibroblasts might possess the TLR9 sensing mechanism. RT-qPCR of primary gingival fibroblasts harvested from untreated control mice showed a high steady-state level of *Tlr9* mRNA (Fig. 4b). To validate the TLR9 function in relation to Ctsk, gingival fibroblasts were cultured in the presence of serially diluted CpG ODN. ELISA of the culture supernatant and the fibroblast homogenate revealed elevated Ctsk levels (Fig. 4c, d, respectively). Ctsk induction within gingival fibroblasts showed a dose-dependent increase with the peak at 1 µM CpG ODN supplementation. By contrast, the Ctsk secretion to the culture supernatant indicated a more sensitive response peaking at 0.1 µM CpG ODN supplementation. The data also indicated that possibly different mechanisms were involved in TLR9-activated secretion and accumulation of Ctsk in gingival fibroblasts.

**Fig. 4:**
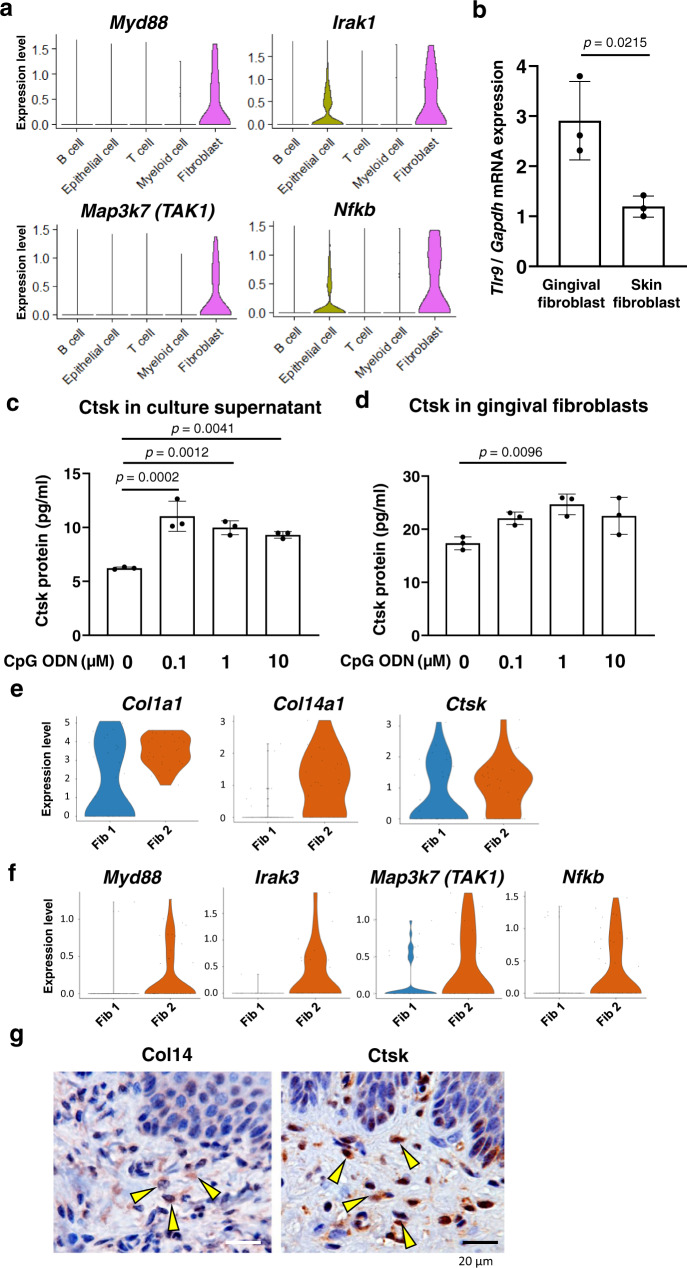
TLR9 in gingival fibroblasts. **a** The expression of TLR-related downstream signal transduction genes in gingival cells harvested 1 day after the ligature placement. scRNA-seq violin plots showing gene expression level of *Myd88*, *Irak1*, *Map3k7 (TAK1),* and *Nfkb* predominantly in fibroblasts. **b** Gene expression of *Tlr9* in gingival fibroblasts and skin fibroblasts was determined by quantitative real-time RT-PCR analysis (*n* = 3). **c** Ctsk in supernatant of mouse gingival fibroblast culture with CpG ODN supplementation determined by ELISA (*n* = 3). **d** Ctsk in the cultured gingival fibroblast with CpG ODN supplementation determined by ELISA (*n* = 3). **e** scRNA-seq of Day 1 fibroblasts revealed two distinct subclusters: Fib 1 and Fib 2. *Col1a1* (type 1 collagen) was expressed by both Fib 1 and Fib 2, while *Col14a1* (type XIV collagen) was exclusively expressed by Fib 2. Fib 1 and Fib 2 expressed *Ctsk* albeit that its expression level was high in Fib 2. **f** Expression of *Myd88*, *Irak1*, *Map3k7 (TAK1),* and *Nfkb* was found exclusively in Fib 2. **g** IHC of type XIV collagen (Col14) and Ctsk showed positive staining in fibroblasts (*yellow arrows*) localized near the gingival epithelial cells. Student’s *t* test (**b**) and ANOVA with Bonferroni’s correction of pairs with the control group of CpG ODN 0 µM (**c**, **d**). Data are presented as mean values ± SD; *p* < 0.05 was considered significant. The source data are provided in Supplementary Data 1, **b**–**d**.

Fibroblasts express heterogeneous cellular phenotypes and localize as a cluster in the connective tissue. We collected palatal gingival tissue from the alveolar bone surface and thus it is unlikely that the dissociated cells contained periodontal ligament fibroblasts. Nonetheless, we analyzed the Day 1 scRNA-seq data in more detail. To our surprise, we found two distinct clusters of gingival fibroblasts: fibroblast cluster 2 (Fib 2) distinctly expressed type XIV collagen (*Col14a1*) (Fig. 4e). Type XIV collagen is a member of the fibril associated-collagen with interrupted triple helices (FACIT) and has been reported in the upper layer of the dermis close to the epidermis in skin^26^, tendon^27^, and periodontal ligament^28^. The analysis of scRNA-seq suggested that both Fib 1 and Fib 2 expressed *Ctsk* transcripts albeit with a higher expression level in Fib 2 than Fib 1 (Fig. 4e). However, the down steam signal transduction molecules of TLRs were exclusively expressed by Fib 2 (Fig. 4f). IHC using anti-Type XIV collagen (Col14) antibody and anti-Ctsk antibody recognized fibroblasts localization in the gingival connective tissue zone near the epithelial layer of free gingiva and connective tissue papillae (Fig. 4g). This observation suggests that Fib 2 may be the primary source of Ctsk protein synthesis and secretion responding to CpG ODN topically applied to the gingival epithelium.

### Oral microbial eDNA may play a role in the initiation of periodontitis

We demonstrated that oral microbial biofilm and unmethylated CpG ODN activated the OFS signal in vivo at significantly higher levels compared to planktonic bacteria (Fig. 3a, b) or LPS (Fig. 3c, d). Microbial DNA is less methylated at its CpG sequences than mammalian genes and thus triggers TLR9 more effectively. To investigate if human oral microbial DNA was a ligand for TLR9, we separately isolated microbial extracellular DNA (eDNA) and microbial intracellular chromosomal DNA (iDNA) from oral microbial biofilms. Microbial eDNA is a pivotal structural component of microbial biofilms^29^ that can be in contact with the gingival tissue. Topical application of both eDNA and iDNA to the mouse palatal gingiva indeed activated Ctsk (Fig. 5a); however, the effect of eDNA was stronger compared to the same amount of iDNA (Fig. 5b).

**Fig. 5:**
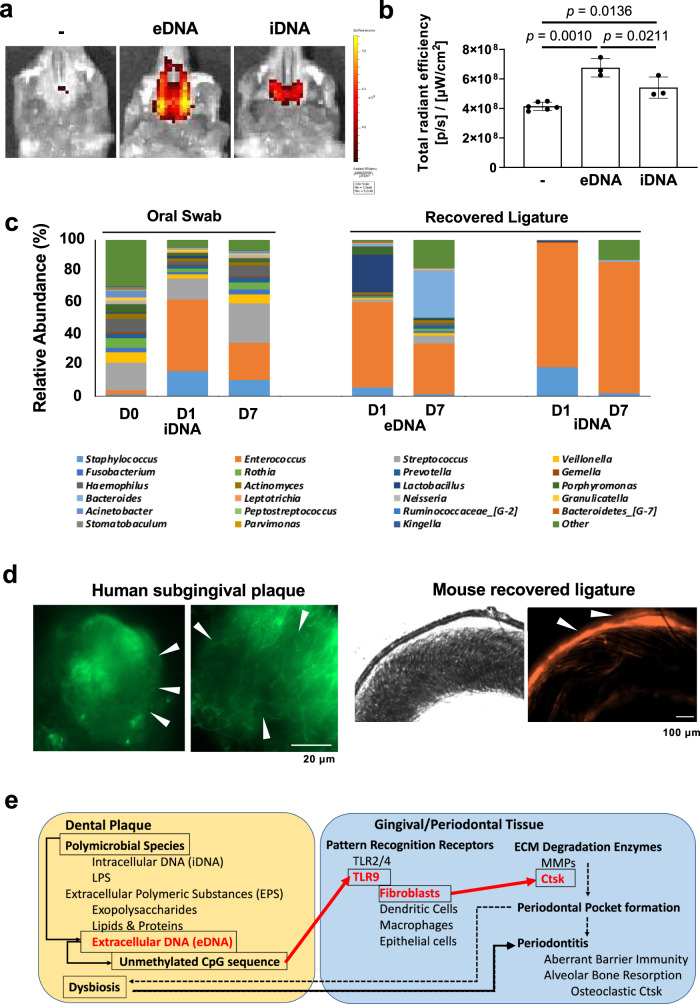
Microbial extracellular DNA (eDNA) is a potent activator of gingival Ctsk. **a** OFS-1 was IV injected 3 days after the 1 h topical application of eDNA or iDNA to the mouse palatal gingiva and the fluorescent signal was recorded 4 days after the eDNA or iDNA topical application. **b** Quantification of OFS-1 fluorescent signal (*n* = 3–6). **c** Relative abundance of microbial genera in the mouse periodontitis model. The palatal gingival swabs were collected before (D0), 1 day (D1), and 7 days (D7) after ligature placement (*n* = 3 per time point). The ligatures were recovered from the mouse maxillary second molar D1 and D7 (*n* = 4 per time point). eDNA and iDNA samples were prepared (*n* = 4 per sample that were combined) and subjected to 16 S rRNA sequencing. **d** SYTOX green-fluorescent images of subgingival plaque collected from human subjects with clinically diagnosed periodontitis (scale bar: 20 μm) and a pair of incident-light and SYTOX orange-fluorescent images of a recovered ligature from the mouse periodontitis model. *Arrowheads* indicate eDNA. **e** The proposed mechanism of periodontitis initiation (red letters and arrows). The present study indicated that eDNA component of the dental plaque biofilm might be readily recognized by gingival fibroblasts through TLR9. Upon the activation, gingival fibroblasts may release Ctsk, resulting in gingival degradation leading to the periodontal pocket formation (dotted line). ANOVA with Tukey’s multiple-comparison test (**b**). Data are presented as mean values ± SD; *p* < 0.05 was considered significant. The source data are provided in Supplementary Data 1, Fig. 5b.

We then investigated if eDNA was produced in the ligature-induced mouse periodontitis model. Palatal gingival swabs were obtained before (Day 0), Day 1, and Day 7 after ligature placement. The mouse oral microbial samples harvested from the swabs was evaluated by 16 S rRNA sequencing. The oral swab microbial composition at the genus level appeared to be modulated after ligature placement, in which *Enterococcus* was notably increased (Fig. 5c) consistent with a previously published report^5^. However, eDNA was not isolated from the gingival swab samples. By contrast, the ligatures recovered on Day 1 and Day 7 were successfully used to harvest eDNA and iDNA. Oral microbial composition analysis from 16 S rRNA sequencing revealed that the biofilm community associated with the ligature was different from the untreated mouse palatal gingival swab samples (D0); however, showed some resemblance to the palatal gingival swab samples after the ligature placement. The ligature-associated microbial community composition (iDNA) appeared to be less diverse than the corresponding eDNA (Fig. 5c).

SYTOX Green-staining disclosed an eDNA meshwork spreading throughout the EPS of subgingival plaque samples collected from human subjects with diagnosed periodontitis (Fig. 5d). The recovered ligatures from the mouse periodontitis model similarly contained SYTOX Orange-stained eDNA-like structure (Fig. 5d). These data validated the presence of eDNA in human oral biofilms and mouse ligatures recovered from the periodontitis model.

## Discussion

The present study used a recently developed bone-targeting OFS FRET-based detection system of Ctsk activity in vivo and directly implicates fibroblastic Ctsk in the gingival tissue degradation potentially leading to periodontitis. Ctsk is a lysosomal cysteine protease with the strong collagenolytic activity known to mediate bone resorption by osteoclasts^30^. Ctsk in the gingival crevicular fluid of periodontitis patients was elevated compared to healthy patients, which was thought to reflect increased osteoclastic activity in periodontal tissues^31,32^. A role of Ctsk in periodontal bone resorption has been demonstrated using Ctsk knockout mice^33^ and Ctsk inhibitor^18^, suggesting that osteoclast-derived Ctsk plays the predominant role in periodontitis development. The unique observation of this study was the detection of Ctsk activity by OFS and IHC in the gingival connective tissue prior to the establishment of chronic inflammation and osteoclast induction (Fig. 1) and the early cellular source of Ctsk was strongly suggested to be gingival fibroblasts by scRNA-seq analysis (Fig. 2).

Fibroblastic Ctsk has been linked to abnormal connective tissue degradation of synovial tissue of rheumatoid arthritis^34^ and a rare lung nodule formation^35^. In the dermis, Ctsk secretion from fibroblasts only occurs under pathological circumstances such as a scarring^36^ or inflammation^37^. Therefore, we postulated that Ctsk activation by gingival fibroblasts was also activated by pathological stimuli. Periodontitis is caused by oral biofilms that are composed of heterogeneous, polymicrobial communities encased in a matrix of EPS^38^. Using the OFS in vivo research platform, we dissected a microbial component that led to the induction of Ctsk activation and microbial DNA emerged as a potential trigger (Fig. 3). Undermethylated microbial DNA is a ligand for TLR9. In fact, *Tlr9* knockout mice have been shown to be resistant to developing experimental periodontitis upon *P. gingivalis* oral innoculation^39^ or ligature placement^40^, supporting the pathological role of microbial DNA and TLR9 in periodontitis. 

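A list of 37 immune response genes (cytokines, chemokines and genes induced by NF-κB or interferon), fixed before the data were examined, was compared between the CpG ODN and LPS libraries in the 35 and 13 myeloid-like cells. Of these genes, 36 are in the files and 29 had at least 1 UMI. The median log2 CpG ODN/LPS ratio of the 29 genes, with a prior of 1 UMI, was -0.75, which is the 0.06th percentile of 10000 random lists of the same size matched on mean expression, a description of these libraries and not a test of the ligands. The 95% interval of the median over the genes, from -1.55 to 0.74, held 0. With genes at or under 3 UMIs in both libraries left out and counts of 0 set to 3, the median of the other 22 was -0.96. The counting interval of the ratio lay below 1 for 13 genes, above 1 for 4 genes and held 1 for 12 genes. *Il1a* (0.116, 0.0586 to 0.217), *Isg15* (0.188, 0.126 to 0.276) and *Ccl3* (0.306, 0.238 to 0.393) were among the genes with a lower level after CpG ODN. *Ccl2* (2.57, 1.74 to 3.93) and *Ccl7* (2.88, 1.96 to 4.40) had a higher level after CpG ODN, and *Cxcl1* and *Ccl5*, with 26 and 41 UMIs after CpG ODN and none after LPS, were 3.02-fold and 4.76-fold higher against a floor of 3 UMIs, with lower interval limits of 2.28 and 3.70. The direction of the median depended on which cells were taken. It was 2.17 in the macrophage-like or monocyte-like sub-cluster alone (16 and 2 cells), 0.57 with at least 1200 detected genes per cell (29 and 8 myeloid cells) and 0.56 with myeloid cells taken from the signature genes cell by cell (33 and 21 cells). In the neutrophil-like sub-cluster (5 and 8 cells) it was -1.17, but only 1 and 5 of those cells had at least 10 UMIs of *S100a8*, so their own mix differed.

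**Figure D2:**
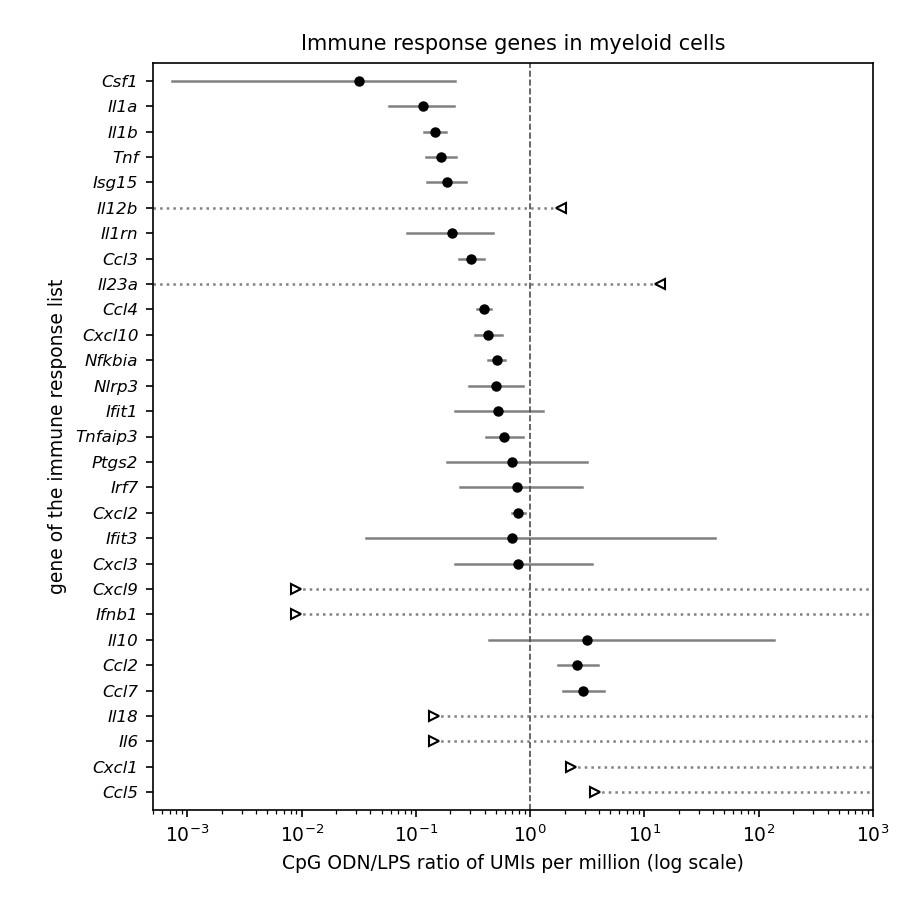
CpG ODN/LPS ratio of the CPM of each gene of the immune response list in myeloid-like cells (horizontal axis, logarithmic), for the 29 genes with a UMI, of which 20 were lower and 9 higher after CpG ODN. Points are ratios with 95% counting intervals for the 21 genes with a UMI in both libraries, triangles are the limit of the interval for the 6 genes with a UMI after CpG ODN alone and the 2 after LPS alone, and the dashed line marks a ratio of 1.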

Intriguingly, stimulation with the TLR2/4 ligand LPS from *P. gingivalis* resulted in a lower early immune response compared to CpG ODN. A reason for this could be that we employed a one-time topical application of LPS compared to previous studies that injected LPS into the gingival tissue 2-3 times a week^41,42^. Nevertheless, our study suggests that TLR9 plays an important role in Ctsk-mediated initiation of periodontitis.

The function of TLR9 has been extensively investigated in primary antigen-presenting cells such as dendritic cells, macrophages, and B cells^43^. However, gingival immune cells including Langerhans cells did not clearly show the expression of *Tlr9* by the scRNA-seq evaluation (Fig. S4). In our study, mouse gingival fibroblasts were shown to express *Tlr9* and the corresponding downstream signal transduction genes (Fig. 4). Furthermore, the treatment with CpG ODN for gingival fibroblasts induced increased protein synthesis and secretion of Ctsk in vitro (Fig. 4). Cultured human gingival and periodontal ligament fibroblasts from periodontitis subjects express TLR2/4^44,45^, however, the expression of TLR9 has not been detected^46^. Recent studies suggested that fibroblasts are heterogeneous in nature^47,48^. Further scRNA-seq evaluation identified two subclusters of gingival fibroblasts: Fib 1 and Fib 2 (Fig. 4e), of which Fib 2 uniquely expressed type XIV collagen and might play a distinct role in microbial DNA-interaction through TLR9 (Fig. 4f). The IHC using anti-type XIV collagen antibody revealed that Fib 2 localize in the gingival connective tissue zone near the epithelial layer of free gingiva and connective tissue papillae, where Ctsk IHC similarly showed positive fibroblasts (Fig. 4g). Taken together, we postulate that a subcluster of gingival fibroblasts (Fib 2) may be directly implicated in the initial gingival connective tissue degradation through the secretion of microbial DNA-induced Ctsk.

The taxonomic composition of the microbial communities colonizing humans and mice was found to differ significantly^49^. While this is not surprising, our 16 S rRNA sequencing analysis demonstrated that the mice used in our experiments harbored many of the same genera that are present in the human oral cavity. Interestingly though, more than half of the DNA in both iDNA and eDNA that was recovered from the ligature corresponded to *Enterococcus* and *Staphylococcus*, two genera that were not prominent members of the oral mouse cavity prior to ligature placement (Fig. 5). These results validate the previously reported mouse oral microbial composition^5^ and suggests that ligature-induced periodontitis in mice may not mirror the human oral microbial communities.

eDNA is a structural component of biofilms that stabilizes and shapes the EPS scaffold^50,51^. In addition, eDNA has a role in bacterial adhesion during the early stages of biofilm formation and maintenance^52,53^, and is thus localized in close contact to the gingival tissue. eDNA is generated by different mechanisms such as lysis of microbes within the biofilm or active release from living cells^54^. Therefore, it is conceivable that the ligature-associated eDNA might represent a mixture of lysed biofilm cells as well as free microbial eDNA from the saliva or other oral sources that could have been trapped in the biofilm accumulated in the ligature.

Although eDNA can clearly be seen as strands between the microbes in human subgingival plaque and recovered ligature from the mouse periodontitis model (Fig. 5), the function of eDNA in the initiation of periodontitis has not yet been investigated. The present study demonstrated that topical application of human eDNA to the mouse palatal gingiva activated gingival Ctsk. Periodontal microbial DNA has been reported to trigger the production of inflammatory mediators in various cell types such as macrophages^55–57^ and gingival fibroblasts^57,58^ through TLR9. The relevance of microbial composition and species responsible for the initiation of periodontitis in humans and mice have been debated as both species harbor distinct microbiomes in their oral cavities. However, if the excreted or secreted microbial eDNA containing consensus unmethylated CpG sequences are involved in periodontal connective tissue degeneration by Ctsk derived from gingival fibroblasts, the presence of specific microbial species may not be required for the initial pathogenesis of periodontitis (Fig. 5e).

In conclusion, we report evidence that early disease pathogenesis of periodontitis involves activation of Ctsk secretion from gingival fibroblasts, which is triggered by oral microbial eDNA in dental plaque. We propose that responses of gingival fibroblasts to microbial eDNA leading to secretion of Ctsk into the connective tissue space are directly implicated in initiating periodontal disease by connective tissue degradation and periodontal pocket formation (Fig. 5e). Our data suggest a basis for early disease diagnosis systems and suggests previously unidentified therapeutic targets for prevention or treatment of this highly prevalent oral disorder.

## Materials and methods

### Animal care

All protocols for animal experiments were reviewed and approved by the University of California Los Angeles (UCLA) Animal Research Committee (ARC# 2003-009) and followed the Public Health Service Policy for the Humane Care and Use of Laboratory Animals and the UCLA Animal Care and Use Training Manual guidelines. C57BL/6 J wild type mice (Jackson Laboratory, Bar Harbor, ME) were used in this study. Animals had free access to regular rodent diet and water ad libitum and were maintained in standard housing conditions with 12-hour-light/dark cycles in the Division of Laboratory Animal Medicine at UCLA. All animal experiments were designed, conducted, and reported following the Animal Research: Reporting of In vivo Experiments guideline (ARRIVE 2.0)^59^.

### Human subjects

All protocols involving human subjects were reviewed and approved by the UCLA Institutional Review Board (UCLA-IRB 11-002483). The participants provided verbal informed consent to take part in the study. Saliva samples were collected from 20- to 40-year-old healthy human subjects. Subgingival plaque samples were collected from 20- to 40-year-old human subjects with clinical diagnosis of periodontitis. The detailed protocols for further sample processing are described below.

### Osteoadsorptive fluorogenic substrate probes

OFS-1 and OFS-3 were synthesized and characterized as described previously^10^. The probes were dissolved in 0.7 mL of 0.9% sodium chloride (NaCl) in water to a concentration of 50 μM and stored at 4 °C in the dark until use.

### Evaluation of gingival swelling, alveolar bone resorption and Ctsk activation in a ligature-induced mouse model of periodontitis

A silk thread was gently tied around the left maxillary second molar of 8- to 12-week-old female C57BL6/J wild type mice under general inhalation anesthesia with isoflurane (Henry Schein, Melville, NY). To characterize Ctsk activation, OFS-1 or OFS-3 was prepared and characterized as previously described^15^ with minor modifications to further improve yield, and 100 µl of 10 µM OFS prepared in 0.9% NaCl solution was injected through the retro-orbital venous plexus one day prior to euthanasia. At 1, 3, 5, and 7 days after the ligature placement, mice were euthanized by 100% CO_2_ inhalation. The maxillary gingival tissues were then digitally photographed and harvested, and the fluorescent signal was measured with the IVIS Spectrum Imaging System (IVIS Lumina II: Perkin Elmer, Waltham, MA). The gingival swelling area was measured using a Java-based image processing program (ImageJ: NIH, Bethesda, MD) and normalized to the circumferential area of the maxillary second molar. After evaluation of Ctsk using the IVIS, the maxillary bones were harvested from each mouse and fixed in 10% buffered formalin (Thermo Fisher Scientific, Waltham, MA). The fixed maxillary bones were X-rayed at an energy level of 60 kV and 166 µA, and 3D images were reconstructed (Skyscan 1275: Bruker, Billerica, MA). Alveolar bone loss was measured at the middle of the second molar from the cementoenamel junction to the alveolar bone crest. Statistical analysis was performed using two-way analysis of variance with Tukey’s multiple-comparison test to assess the difference among multiple experimental groups. *P* < 0.05 was considered as statistically significant.

### Histological and IHC evaluation of ligature-induced periodontitis in mice

The harvested maxillae with gingival tissue at 1, 3, and 7 days after ligature placement were fixed in 10% buffered formalin (Thermo Fisher Scientific, Waltham, MA) and decalcified in 10% EDTA (Sigma-Aldrich, Saint Louis, MO) for 3 weeks. After the decalcification, samples were embedded in paraffin. Histological cross-sections were stained by hematoxylin and eosin (H&E) and evaluated on a light microscope. Adjacent paraffin sections (4 µm) were immunohistochemically stained for Ctsk (anti-cathepsin K antibody #ab19027, Abcam, Waltham, MS) at 1:1000 dilution after heat-induced epitope retrieval procedure followed by the secondary antibody application and diaminobenzidine staining and methylene blue counterstaining. Ctsk+ gingival connective tissue cells were counted in the 10 mm^2^ area.

For some histological sections, IHC analysis of type XIV collagen (COL14A1 Polyclonal antibody, #PA5-49916, Thermo Fisher Scientific, Waltham, MA) at 1:100 dilution was also performed following the protocol. Osteoclasts were evaluated by tartrate-resistant acid phosphatase (TRAP) staining using a commercially available kit (Acid Phosphatase TRAP kit, Sigma-Aldrich, St. Louis, MO) following the manufacturer’s protocol.

### Evaluation of gene expression of *Il1b*, *Il6*, *Il17a,* and *Tnfsf11 (RANKL)* in a ligature-induced mouse model of periodontitis

At 1, 3, and 7 days after ligature placement, total RNA was extracted from the harvested ligature side or non-ligature side of the maxillary gingival tissues with the RNeasy Mini Kit (QIAGEN, Germantown, MD) and quantified with a Thermo Scientific NanoDrop 1000 ultraviolet-visible spectrophotometer (NanoDrop Technologies, Wilmington, DE). After treatment with DNase I (Thermo Fisher Scientific), cDNA was synthesized from 1 µg of total RNA using Super Script III reverse transcriptase (Super Script VILO: Thermo Fisher Scientific).

Taqman-based qRT-PCR was performed using commercially available primer/probe mixes as follows, *Il1b* (Mm00434228_m1, Thermo Fisher Scientific), *Il6* (Mm00446190_m1, Thermo Fisher Scientific), *Il17a* (Mm00439618_m1, Thermo Fisher Scientific) and *Tnfsf11 (RANKL)* (Mm00441908_m1, Thermo Fisher Scientific) in combination with a mouse *Gapdh* internal control mix (Mm99999915_g1, Thermo Fisher Scientific). Target gene expression was quantitatively analyzed using the *ΔΔ*CT method. Statistical analysis was performed using Student’s *t* test to assess the difference between the ligature side group and the non-ligature side group at each time point. *P* < 0.05 was considered as statistically significant.

### Examination of the function of Ctsk in the initial stage of periodontitis

Following ligature placement, mineral oil (Sigma-Aldrich) alone or supplemented with odanacatib (Selleckchem, Houston, TX) at a dose of 90 µg/100 µl was orally administered. Human studies reported a long elimination half-live of odanacatib, which was estimated to be 3 to 4 days^60,61^. In this study, odanacatib was administered once before the ligature placement. The gingival swelling area was measured, and the maxillary bones were scanned by microCT at 7 days after ligature placement as described above. Alveolar bone resorption was measured at the middle of the second molar from the cementoenamel junction to the alveolar bone crest. The average of bone area/total area in the alveolar bone on the buccal and palatal side of the second molar was measured from the apex of the root to the cementoenamel junction.

Harvested maxillae were decalcified and prepared for histological sections. The paraffin sections were stained with picrosirius red (PolyScience, Niles, IL). The collagen fiber structure of the gingival connective tissue and periodontal ligament was evaluated using confocal laser scanning microscopy (SP8: Leica Microsystems, Wetzlar, Germany). Picrosirius red was visualized via excitation with a 20 mW DPSS 561 nm and emission collection at 635-685 nm bandwidth. The connective tissue area was measured (ImageJ) and normalized to the area between tooth surface and the surface of the alveolar bone. Statistical analysis was performed using Student’s *t* test to assess the difference between the experimental groups. *P* < 0.05 was considered as statistically significant.

### Evaluation of steady state gene expression profiles in a ligature-induced mouse model of periodontitis by scRNA-seq

The naïve untreated maxillary gingival tissue (designated as Day 0) and the gingival tissues after 1 day of ligature placement (designated as Day 1) were harvested and subjected to gingival cell dissociation as following.

#### Collagenase II treatment

The tissues were cut into ~1 mm^2^ pieces and placed immediately into 20 ml digestion buffer containing 1 mg/ml collagenase II (Life Technologies, Grand Island, NY), 10 units/ml DNase I (Sigma-Aldrich) and 1% bovine serum albumin (BSA; Sigma-Aldrich) in Dulbecco’s modified Eagle’s medium (DMEM; Life Technologies). The chopped tissues were incubated in the digestion buffer for 20 minutes at 37 °C on a 150 rpm shaker. The tissues were then passed through a 70 µm cell strainer, pelleted at 1500 rpm for 10 minutes at 4 °C before being resuspended in phosphate-buffered saline (PBS; Life Technologies) that was supplemented with 0.04% BSA (Cell suspension A) and counted to generate “Cell suspension A”.

#### Trypsin treatment

The parts of the tissues that did not pass through the 70 µm cell strainer after collagenase II treatment, were subjected to additional incubation in 10 ml of 0.25% trypsin (Life Technologies) and 10 units/ml DNase I for 30 minutes at 37 °C on a 150 rpm shaker. Trypsin was neutralized with 10 ml of fetal bovine serum (FBS; Life Technologies), and the tissues were passed through a 70 µm cell strainer, which was washed with 10 ml DMEM. The collected cells were then pelleted at 1500 rpm for 10 minutes at 4 °C, resuspended in PBS that was supplemented with 0.04% BSA and counted to generate “Cell suspension B”.

Cell suspension A and Cell suspension B were combined into one tube and cell viability was determined. For scRNA-seq, gingival cells were treated with the Chromium single-cell 3’ solution (10X Genomics, San Francisco, CA) using microfluidic partitioning to capture single cells and prepared the barcoded, next-generation sequencing cDNA library (10X Genomics, San Francisco, CA). The Cell Ranger software was used to align reads, generate feature-barcode matrix and perform clustering. The Cell Ranger output of scRNA-seq data was then analyzed using an R toolkit for single-cell genomics (Seurat, https://satijalab.org/seurat/). Cells with fewer than 800 detected genes were discarded. The signature gene was used to identify: B cells (*Cd19*), T cells (*Cd3e*), Myeloid cells (*Lyz2*), epithelial cells (*Krt5*) and fibroblasts (*Col1a1*). The expression of *Ctsk* was determined in each cell cluster. The myeloid cluster and fibroblast cluster was further subclustered for designated analyses.

### Evaluation of Ctsk activation by topical application of cultured oral biofilm or planktonic bacteria

Saliva samples from 20- to 40-year-old healthy human subjects were collected and diluted to 25% with PBS. The diluted saliva was centrifuged at 2600 × *g* for 10 minutes to pellet large debris and eukaryotic cells. Prior to seeding of the oral biofilm, 100 µl of the diluted saliva was grown in 1 ml of SHI medium^62^ for 17–18 hours under anaerobic conditions (10% CO_2_, 10% H_2_, and 80% N_2_). This overnight grown oral microbial community was pelleted and washed with PBS. For biofilm seeding, cells were diluted cells to an optical density at 600 nm of 0.1 into 100% SHI medium supplemented with 5 mM CaCl_2_. Further, 1 ml of this diluted oral community was seeded onto oral appliances which were custom-made of clear dental resin (GC America, Alsip, IL) and incubated under anaerobic conditions at 37 °C for 5 days. Cultured oral community was treated with 10 U/ml DNase I and resuspended in PBS to prepare a planktonic bacteria solution free of EPSs including eDNA.

The palates were covered by an oral appliance with cultured oral biofilm, or three µl of planktonic bacteria solution (3 × 10^7^ CFU) were topically applied to the palate and the palates were covered by an oral appliance. After 1 hour of covering the palate, the oral appliances were removed. One hundred µl of 10 µM OFS solution was injected through the retro-orbital venous plexus one day prior to euthanasia. At 4 days after the topical application of cultured oral biofilm or planktonic bacteria, the OFS fluorescent signal was measured. Statistical analysis was performed using two-way analysis of variance with Tukey’s multiple-comparison test to assess the difference among multiple experimental groups. *P* < 0.05 was considered as statistically significant.

### Evaluation of Ctsk activation by topical application of CpG DNA or LPS

Three µl of 1 µg/ml of CpG ODN (InvivoGen, San Diego, CA), 1 µg/ml of LPS from *P. gingivalis* (InvivoGen) or 1 µg/ml of control ODN (InvivoGen) were topically applied to the palate as described above, and 100 µl of 10 µM OFS solution was injected through the retro-orbital venous plexus one day prior to euthanasia. At 4 days after the topical application of CpG ODN, *P. gingivalis* LPS or control ODN, the OFS fluorescent signal was measured. Statistical analysis was performed using two-way analysis of variance with Tukey’s multiple-comparison test to assess the difference among multiple experimental groups. *P* < 0.05 was considered as statistically significant. In addition, the harvested maxillas were subjected to immunohistochemial staining for Ctsk and stained with HE as described above.

### Evaluation of steady state gene expression profiles in mouse gingival tissues with topical application of CpG DNA or LPS by scRNA-seq

At 4 days after the palatal topical application of CpG ODN or *P. gingivalis* LPS, the maxillary gingival tissues were harvested from freshly isolated mouse maxillas. Single cells were dissociated from the maxillary gingival tissues, and scRNA-seq was performed as described above.

### Evaluation of gene expression of *TLR9* in gingival fibroblasts and skin fibroblasts

Primary gingival fibroblasts or skin fibroblasts from 8- to 12-week-old female wild type mice were cultured using an explant method as previously reported^63^. The cells were cultured in DMEM with 10% FBS and 100 U penicillin/0.1 mg/ml streptomycin (Life Technologies) at 37 °C, 5% CO_2_ in a humidified incubator.

Total RNA was extracted from the gingival fibroblasts or skin fibroblasts, and cDNA was synthesized as described above. Taqman-based RT-qPCR was performed using a commercially available primer/probe mix for *Tlr9* (Mm00446193_m1, Thermo Fisher Scientific). Statistical analysis was performed using Student’s *t* test to assess the difference between the experimental groups. *P* < 0.05 was considered as statistically significant.

### Evaluation of induction of Ctsk secretion or production of Ctsk protein in gingival fibroblasts by CpG DNA

Primary mouse gingival fibroblasts were cultured in DMEM supplemented with 10% FBS and 100 U penicillin/0.1 mg/ml streptomycin in the presence of 0, 0.1, 1 or 10 µg/ml of CpG ODN at 37 °C, 5% CO_2_ in a humidified incubator for 24 hours.

Culture supernatant or cell solution lysed with RIPA Lysis and Extraction buffer (VWR, Radnor, PA, USA) supplemented with a protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific). The Ctsk protein concentration in the culture supernatant or lysed cell solution was determined by a colorimetric method (OD at 450 nm) using a Ctsk ELISA kit (MyBioSource, San Diego, CA, USA). Statistical analysis was performed using one-way analysis of variance with Bonferroni’s multiple-comparison test to assess the difference only of pairs relative to the control group. *P* < 0.05 was considered as statistically significant.

### Extraction of iDNA or eDNA from a human saliva-derived oral microbial community

eDNA and iDNA were extracted from human saliva-derived biofilms. After biofilm growth in 100% SHI medium supplemented with 5 mM CaCl_2_ under anaerobic conditions at 37 °C for 5 days, planktonic cells were removed by gently aspirating the medium and carefully washing once with 500 µl PBS. Following the wash, 250 µl of PBS was added in each well, and microbial cells were harvested by scraping and pipetting with a sterile pipette tip. The bacterial cells were then transferred to an Eppendorf tube and pelleted at 3250 × *g* for 15 minutes at 4 °C for DNA isolation. The supernatant was filtered through 0.22 µm syringe filters to exclude bacterial cells. While the bacterial pellet was used for iDNA isolation, the cell- free supernatant was further processed for eDNA isolation.

#### iDNA extraction

The bacterial pellet was used for iDNA extraction using the Epicentre MasterPure DNA extraction and Purification Kit (Lucigen, Middleton, WI) according to the manufacturer’s instructions^64^.

#### eDNA extraction

eDNA was extracted from the cell-free supernatants of the microbial biofilm according to a previously described protocol^65^. Briefly, the cell-free supernatants (containing eDNA) were mixed with 2 volumes of absolute ethanol and a 1/10th volume of sodium acetate (3 M, pH 5.2) containing 1 mM EDTA. After overnight precipitation at −80 °C, eDNA was pelleted by centrifugation at 13,000 rpm at 4 °C for 20 minutes followed by a wash with ice-cold 70% ethanol. The eDNA was then air dried, dissolved in sterile deionized water and quantified using NanoDrop.

### Evaluation of Ctsk activation by topical application of eDNA or iDNA

Three µl of 1 µg/ml solution of eDNA or iDNA were topically applied to the palate as described above, and 100 µl of 10 µM OFS solution was injected through the retro-orbital venous plexus one day prior to euthanasia. At 4 days after the topical application of eDNA or iDNA, the OFS fluorescent signal was measured. Statistical analysis was performed using two-way analysis of variance with Tukey’s multiple-comparison test to assess the difference among multiple experimental groups. *P* < 0.05 was considered as statistically significant.

### Evaluation of eDNA and iDNA of mouse oral biofilm harvested from recovered ligatures

The ligatures were recovered from the mouse model of periodontitis 1 day (*n* = 4) and 7 days (*n* = 4) after placement. iDNA and eDNA samples were prepared separately as above and subjected to 16 S rRNA sequencing of the V4 region (Laragen, Inc, Culver City, CA). Demultiplexed sequences were imported into Qiime 2 (v2020.11). Low quality sequences containing bases with Phred quality values <20 were trimmed and denoised using the DADA2 package^66^. The amplicon sequence variants generated after the denoising were taxonomically assigned by comparison to the HOMD database.

### SYTOX Green/Orange staining of the subgingival plaque from a periodontitis patient and the recovered ligature

Subgingival plaque was collected from a periodontitis patient and stained with SYTOX Green (Thermo Fisher Scientific). The eDNA scaffold in the plaque was evaluated via fluorescence microscopy (Zeiss Axio Imager M2 with Zen 2.5 pro software). Sytox green was visualized using epifluorescence through a ×100/1.4 Plan Achromat objective at 450–490 nm bandwidth excitation and 500–550 nm bandwidth emission filters. The recovered ligature from the mouse periodontitis model was stained with SYTOX Orange and was visualized similarly but with 538–562 nm bandwidth excitation and 570–640 nm bandwidth emission filter settings.

### Statistics and reproducibility

For statistical analysis, Student’s *t* test or one-way analysis of variance with Tukey’s multiple-comparison test or with Bonferroni correction was performed. A significant difference was defined by *p* < 0.05. The sample size and number of replicates ware reported in the legends of figures. The data were showed as mean and standard deviation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data S1

Reporting Summary

## Data Availability

The source data supporting the findings of this article are provided in Supplementary Data 1–5 and S1. Single-cell RNA sequence data are available at GEO: GSE201108 and GSE201109. All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Oral microbial extracellular DNA initiates periodontitis through gingival degradation by fibroblast-derived cathepsin K in mice
**Source:** Commun Biol. 2022 Sep 14;5:962. doi: 10.1038/s42003-022-03896-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Oral Microbial Extracellular DNA Initiates Periodontitis through Gingival Degradation by Fibroblast-derived Cathepsin K in Mice

Takeru Kondo <sup>1,2†</sup>, Hiroko Okawa <sup>1,2†</sup>, Akishige Hokugo <sup>1,3</sup>, Bhumika Shokeen <sup>4</sup>, Oskar Sundberg <sup>5</sup>, Yiyang Zheng <sup>5</sup>, Charles E. McKenna <sup>5\*</sup>, Renate Lux <sup>4\*</sup>, Ichiro Nishimura <sup>1\*</sup>

† These co-authors contributed equally

\*Co-corresponding Authors

Box 951668, CHS B3-087, Los Angeles, CA 90095, USA

**Supplementary Fig. 1. Ligature-induced periodontitis in mice**

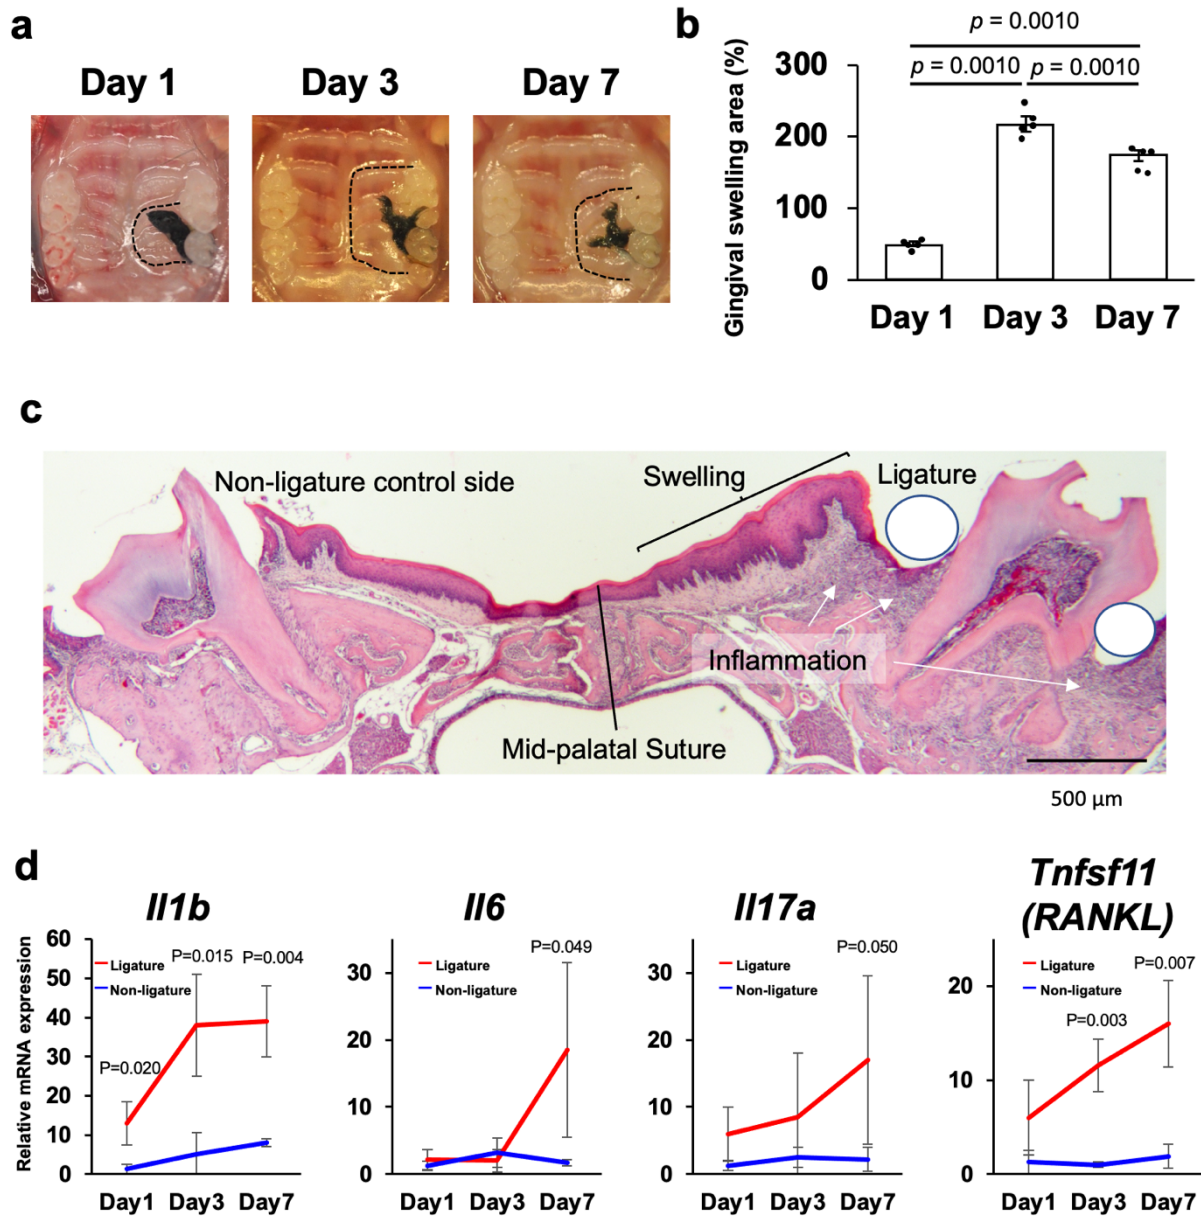

**a.** Representative images of the palate at 1, 3 and 7 days after ligature placement around the maxillary left second molar. The dotted lines demarcate gingival swelling. **b.** The gingival swelling area was measured as standardized by the circumferential area of the second molar ( $n = 4-5$ ). **c.** Histological cross-section of maxilla depicting the second molar with ligature-induced gingival inflammation and swelling. The contralateral untreated second molar was associated with normal gingiva. **d.** Gene expression of *Il1b*, *Il6*, *Il17a* and *Tnfsf11* (RANKL) on the ligature side of the palatal gingival tissue was determined by quantitative real-time RT-PCR analysis. Gene expression of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was used as an internal control ( $n = 3$ ). ANOVA with Tukey's multiple-comparison test (**b**) or Student's *t*-test (**c**) was used. Data are presented as mean values  $\pm$  SD;  $p < 0.05$  was considered significant. The source data are found in Supplementary Data S1, Fig. S1b and Fig. S1d.

## Supplementary Fig. 2. Chemical synthesis and characterization of OFS probes

**a**

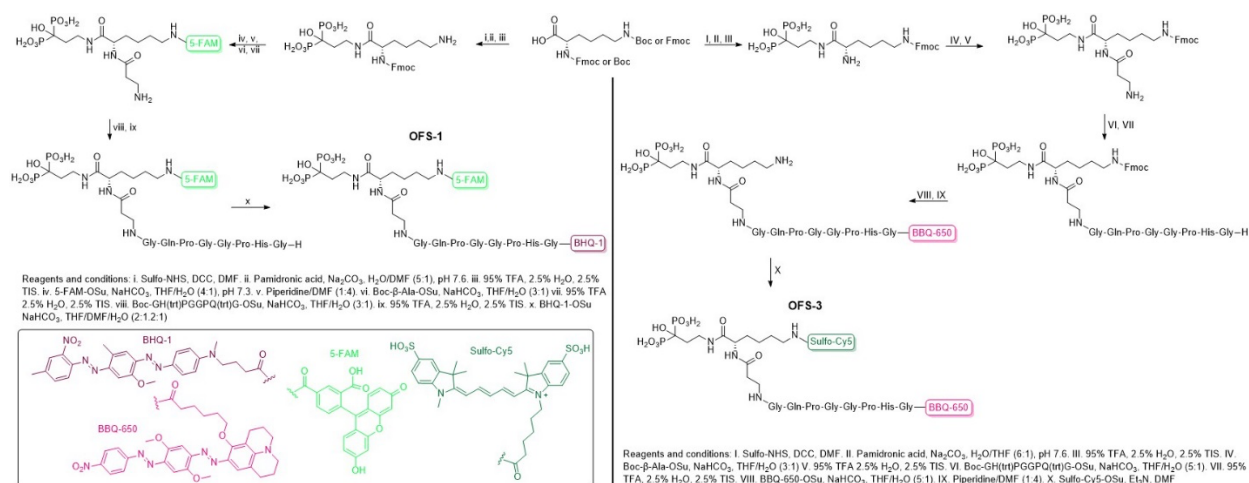

**b**

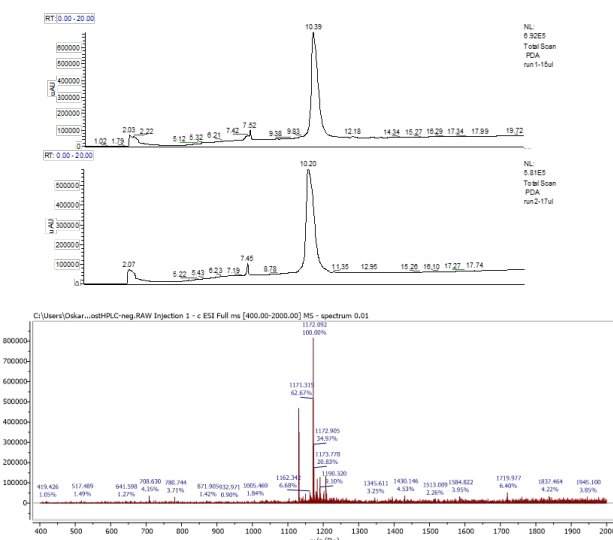

**c**

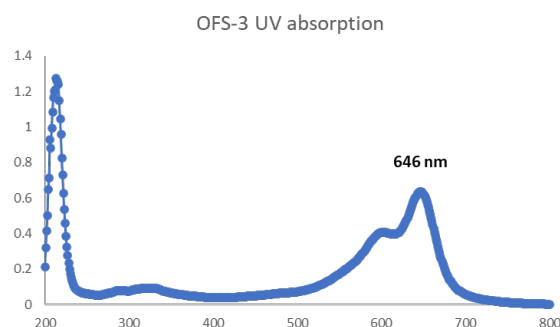

**a.** Chemical synthesis scheme of OFS-1 with 5-FAM/BHQ-1 and OFS-3 with Sulfo-Cy5/BBQ-650. (Adapted from Richard et al.<sup>1</sup>)

**b.** LC-MS (Finnigan LCQ Deca XP Max equipped with an electrospray ionization (ESI) source and a photodiode array (PDA) detector) purity duplicate analysis of OFS-3 following HPLC purification (Shodex Asahipak ODP-50 4D column, 4.6 x 150 mm, 5  $\mu\text{m}$ ) using 50.0 mM TEAB buffers (A: 5% acetonitrile, pH 8.0, B: 75% acetonitrile, pH 8.0). Gradient: 0-1 min, 0% B; 1-20 min, 0-100% B; flow rate, 0.8 mL/min. OFS-3 had a retention time of 10.3  $\pm$  0.1 min. MS calcd for  $\text{C}_{105}\text{H}_{138}\text{N}_{23}\text{O}_{31}\text{P}_2\text{S}_2$   $[\text{M}-2\text{H}]^{2-}$ : 1171.9  $m/z$ , found 1172.1  $m/z$ . **c.** UV-Vis data of OFS-3 obtained using a Beckman Coulter DU 800 spectrophotometer. Observed  $\lambda_{\text{max}}$ : 646 nm, consistent with reported value for Sulfo-Cy5 (Lumiprobe).

**Supplementary Fig. 3. Depiction of mouse gingival cells by scRNA-seq**

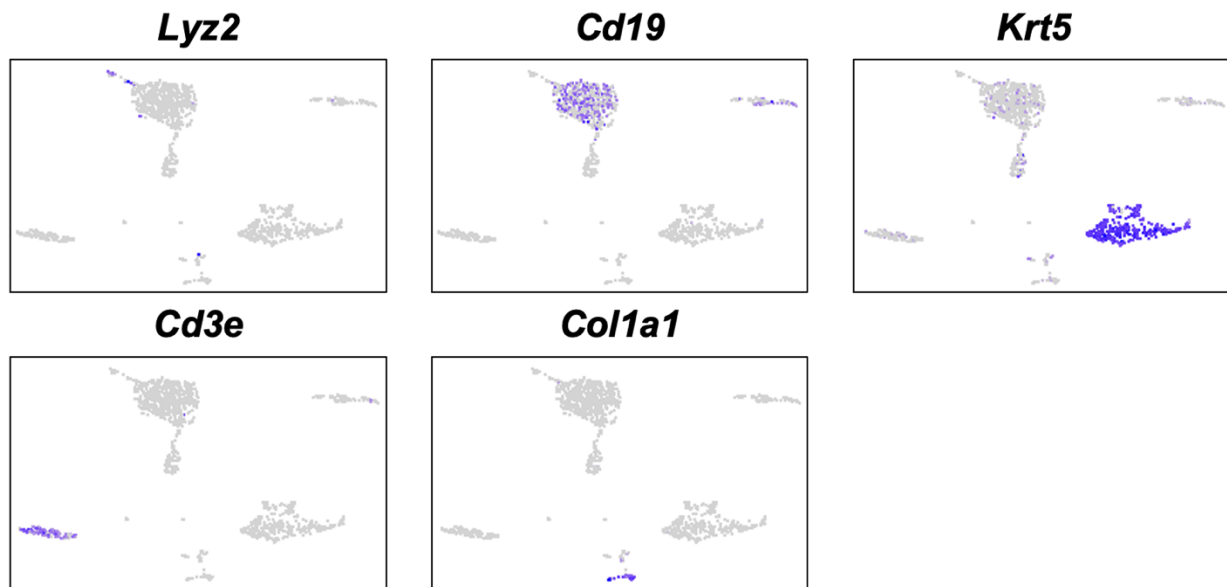

Single cell RNA sequencing (scRNA-seq) *t*-SNE projection plots showing transcript accumulation for *Lyz2*, *Cd19*, *Krt5*, *Cd3e* and *Collagen type I alpha 1 (Col1a1)* genes in individual cells clustering as myeloid cells, B cells, epithelial cells, T cells and fibroblasts, respectively. Color intensity indicates the relative gene expression level for the indicated gene in each cell (*Blue*: high expression, *gray*: no expression).

Supplementary Fig. 4. Langerhans cells in scRNA-seq of control mouse gingiva

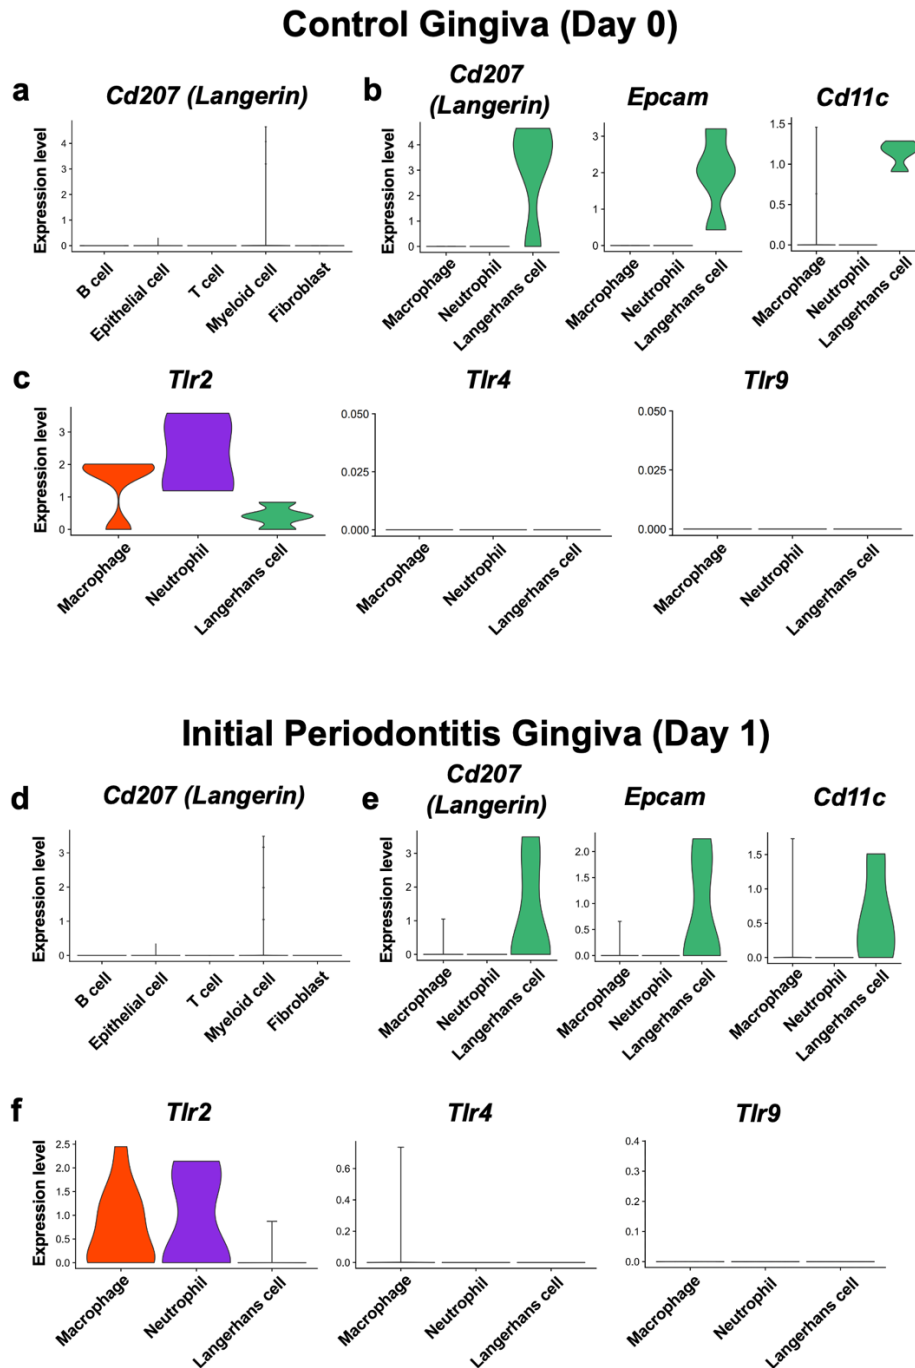

**a, d.** *Cd207 (Langerin)* expressing Langerhans cells were suggested in the myeloid cell cluster.

**b, e.** The myeloid cell cluster was subclustered. One subcluster was associated with the selective expression of *Langerin*, *Epcam* and *Cd11c* and thus designated as Langerhans cells.

**c, f.** Myeloid cell subclusters exhibited the expression of *Tlr2* at different degrees. However, *Tlr4* and *Tlr9* expression was not detected by scRNA-seq.

**a, b, c** representing untreated control palatal gingiva: **d, e, f** representing initial periodontitis lesion of 1 day after the ligature placement.

# Supplementary material for: Oral microbial extracellular DNA initiates periodontitis through gingival degradation by fibroblast-derived cathepsin K in mice
**Source:** Commun Biol. 2022 Sep 14;5:962. doi: 10.1038/s42003-022-03896-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Data

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Dataset of Fig. 1b, 1d, 1e and 1i

**File name:** Supplementary Data 2

**Description:** Dataset of Fig. 2b and 2d

**File name:** Supplementary Data 3

**Description:** Dataset of Fig. 3b and 3d

**File name:** Supplementary Data 4

**Description:** Dataset of Fig. 4b, 4c and 4d

**File name:** Supplementary Data 5

**Description:** Dataset of Fig. 5b

**File name:** Supplementary Data S1

**Description:** Dataset of Fig. S1b and S1d

# Supplementary material for: Oral microbial extracellular DNA initiates periodontitis through gingival degradation by fibroblast-derived cathepsin K in mice
**Source:** Commun Biol. 2022 Sep 14;5:962. doi: 10.1038/s42003-022-03896-7
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection scRNA-seq was performed with a commercially available platform (10X Genomics, San Francisco, CA).

Data analysis The Cell Ranger output of scRNA-seq data were analyzed using an R toolkit for single cell genomics (Seurat, <https://satijalab.org/seurat/>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We state where data supporting the results reported in a published article can be found. Single cell RNA sequence data are available at GEO (access code: GSE201108 and GSE201109).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. The sample size was selected from the published data that used the similar experimental protocols. |
| Data exclusions | We did not exclude data from our analyses.                                                                                                   |
| Replication     | Each experiment contained repeated controls ensuring the reproducibility.                                                                    |
| Randomization   | In animal study, animals were randomly assigned to the experimental groups.                                                                  |
| Blinding        | N/a                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                      |
|-----------------|--------------------------------------------------------------------------------------|
| Antibodies used | Immunohistochemistry. Anti-Ctsk antibody (1:100) and Anti-col14a1 antibody (1:1000). |
| Validation      | We used commercially available antibodies and we relied on commercial validation.    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice, C57Bl6, Female, 8-10 weeks old                                                                                                                                                                                                                                                                                      |
| Wild animals            | N/a                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | N/a                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All protocols for animal experiments were reviewed and approved by the University of California Los Angeles (UCLA) Animal Research Committee (ARC# 2003-009) and followed the Public Health Service Policy for the Humane Care and Use of Laboratory Animals and the UCLA Animal Care and Use Training Manual guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                         |
|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Saliva samples were collected from 20 to 40-year old healthy human subjects. Sub-gingival plaque samples were collected from 20 to 40-year old human subjects with clinical diagnosis of periodontitis. |
| Recruitment                | After verbal consent was obtained, human participants were recruited in the UCLA School of Dentistry clinic.                                                                                            |
| Ethics oversight           | All protocols involving human subjects were reviewed and approved by the UCLA Institutional Review Board (UCLA-IRB 11-002483).                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

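The data are 2 single-cell RNA-seq libraries of mouse palatal gingiva, 1 from the combined cells of 4 mice treated with CpG ODN and 1 from those of 4 mice treated with *P. gingivalis* LPS. The authors deposited, for each library, the raw count of UMIs per gene and barcode in a filtered matrix from Cell Ranger (version 4.0.0 in the header), with 32285 genes and no normalization. The paper's text names no genome build for this step. Of the 32285 gene identifiers, 32235 are in the GENCODE M21 annotation of GRCm38, from which the coordinates were taken by identifier. The libraries of the untreated and ligated gingiva were not analysed here.

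Cells with at least 800 detected genes were kept, as in the methods of the paper, and no filter on mitochondrial UMIs was set. The filter left out 1331 barcodes of the CpG ODN library, in which hemoglobin genes held 23.5% of the UMIs, and 739 of the LPS library, in which they held 74.8%. UMIs were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen within each library, and 30 principal components were joined by 15 nearest neighbours and clustered by the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.0. The genes compared at the claims, which are the cytokine genes, Tgfb1 and the immune response list, took no part in the clustering, and neither did Ctsk, Col14a1 and the TLR pathway genes. Other genes reported in the closing section, such as S100a8, Odam, Fos and Egr1, were not held out of it. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, with scikit-image 0.26.0 for the doublet threshold and matplotlib 3.10.9 for the plots.

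A cluster was named from marker lists fixed before the data were examined. A marker counted when at least 20.0% of the cells of the cluster had a UMI and its CPM was at least 2.0 times the mean of the other coarse clusters (resolution 0.05). The class with the highest sum of log2 folds, divided by the square root of the length of its list, took the name. A cluster with fewer than 3 such markers, with more markers of another class among its 10 leading genes, or with few UMIs and no marker among them, stayed unnamed. This scoring rule and the coarse clusters were set after the data were seen. Clusters 14 and 18, led by Ighg2b, Jchain, Rgs13 and other genes, stayed unnamed because markers of plasma cells were among their leading genes, and they hold 2.91% and 1.98% of the CpG ODN cells and 0 and 0.313% of the LPS cells. The rebuilt classes need not hold the same cells as those of the paper.

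The myeloid-like cells were divided again with 10 principal components, 8 neighbours and resolution 1.0. These settings were set after the cells had been seen, and other settings are among the alternatives. This gave a macrophage-like or monocyte-like sub-cluster (16 cells after CpG ODN and 2 after LPS), a neutrophil-like one (5 and 8), an unnamed one led by Mmp13, Ccl22 and Itgax among others (9 and 3), and an unnamed one led by keratin genes and Mt4 (5 and 0), whose cells had 3.25 times the median UMIs of the myeloid-like cells of their library and may hold doublets with epithelial cells. The name Langerhans-like was not used for the third because Cd207 had a UMI in only 2 and 2 of its cells. Of the neutrophil-like cells, 1 and 5 had at least 10 UMIs of S100a8.

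Each gene was reported as CPM of the summed cells with an exact Poisson interval, the CpG ODN/LPS ratio with the exact conditional binomial interval of a pair of Poisson counts, and the share of cells with a UMI with an exact Clopper-Pearson interval, all at 95.0%. No interval covers the spread between mice or between cells. Shares were also given as the share expected when every cell is thinned to 1500 UMIs, which left out 13 cells of the CpG ODN library and 0 of the LPS library. A count of 0 was taken to allow 3 counts. The genes named are every gene that the paper names in its scRNA-seq analyses and, among the 217 genes with at least 100 UMIs in the myeloid-like cells of 1 library and a UMI in both, leaving out markers and mitochondrial, ribosomal, immunoglobulin, keratin and hemoglobin genes, the 5 with the lowest and the 5 with the highest ratio. Other genes named in the closing section were chosen after their values were seen.

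On simulated counts of 2421 genes in the myeloid-like cells with 200 genes changed 4-fold, 197 changed genes had the right direction and 96.7% of the intervals held the true ratio. The median of the immune response list fell between the 3.25th and 92.8th percentiles of random lists in 20 simulated draws without a difference. The counts of these simulations were Poisson draws for the summed class, without a spread between cells or mice. They check the calculation for counting error only, and cannot show how the intervals or the percentile behave where a few cells hold many UMIs. Thinning brought cells of 12000 and 3000 simulated UMIs from shares of 97.35% and 59.1% to 36.6% and 35.7%, where the level used gives 36.2%.

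Doublets were kept in the values reported at the claims. The Scrublet package was not installed, and a re-implementation of its method called 41 cells (0.839%) of the CpG ODN library and 3 (0.235%) of the LPS library, at thresholds that detected 22.3% and 7.20% of simulated doublets, so most doublets would have passed it. Free RNA was estimated from Krt5 and Krt14 in B-like and T-like cells at 2.95% of the UMIs after CpG ODN and 0.648% after LPS. The alternatives were other filters on genes and mitochondrial UMIs, doublets removed, Leiden resolution 2, each library clustered on its own, classes from the signature genes of the paper cell by cell (for myeloid cells a UMI of Lyz2 and none of the signature gene of another class), clustering with the genes held out, the mean over cells, free RNA subtracted, parts of the myeloid cells, other thinning, and other priors and minimum counts for the immune response list. Some genes, and results that rest on them, are not reported here.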

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

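All tests in this part were chosen only after the results were seen, although the setting of at least 200 genes used in 1 of them had been planned before, and the list of neutrophil genes was written after the values were seen.

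Cluster 14, led by Ighg2b, Jchain, Rgs13 and Mzb1, held 142 cells or 2.91% of the CpG ODN library (2.45 to 3.42%) and 0 of 1277 cells of the LPS library, which allows up to 0.235%. Cluster 18, led by Ighg2b, Jchain, Rgs13 and Mef2b as well and by genes of dividing cells such as Mki67 and Top2a, held 97 and 4 cells. The paper does not report on these cells as a group, and their share in 1 library was above the limit of the other. B cell was the class with the highest score for both clusters, so the B cells of the paper may hold them. Doublets and the filter of 800 genes were not weighed as causes here. A shift of all B cells between the libraries stays open. Cluster 7, the other B-like cells, held cells of both libraries at 5.79% and 5.40%, but with at least 200 genes per cell B-like cells made up 13.0% and 5.47%. More lymphoid tissue in the pieces taken for the CpG ODN library cannot be told apart from an effect of the ligand. The share of B-like cells differed little with at least 800 genes per cell (a ratio of 1.07, and 0.814 for T-like cells) but was 2.38 times as high after CpG ODN with at least 200 genes, where T-like cells had a ratio of 1.01. None of the cells of clusters 14 and 18 was among these B-like cells, of which 463 of 745 after CpG ODN and 7 of 76 after LPS had fewer than 800 genes. A response of 1 of the 4 mice also stays open and was not tested. Whether CpG ODN raised the number of these cells is therefore a hypothesis that 1 library per ligand leaves open.

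In cluster 24, an epithelial-like cluster with Odam among its leading genes, Cxcl2 had 6 UMIs in 17 cells after CpG ODN and 324 UMIs in 16 cells after LPS, 25.3 and 568 CPM. The ratio was 0.0446 (0.0162 to 0.0980), a 22.4-fold higher level in the LPS library, for a gene in a cell group that the paper does not discuss. Cxcl5 (0.197, 0.168 to 0.231) and S100a8 (0.0443, 0.0373 to 0.0523) went the same way. The 4 LPS cells with the most UMIs of each gene held 77.5%, 87.9% and 99.8% of the LPS UMIs of Cxcl2, Cxcl5 and S100a8, and 2 of these cells were shared by the genes. A single CpG ODN cell held 95.1% of the S100a8 UMIs there. The LPS cells were also deeper (medians of 35533.5 against 10535 UMIs), and the share of cells with a Cxcl2 UMI was 62.5% against 17.6% as counted and 33.3% against 3.24% thinned to 1500 UMIs, which left out no cell. Without the cell with the most Cxcl2 UMIs in each library the ratio was 0.0424 (0.00865 to 0.126), so 1 cell does not make the difference. It was 0.193 for Cxcl5 and 0.00416 for S100a8, whose ratio as reported therefore rests on 1 CpG ODN cell. RNA of neutrophils, which also carry Cxcl2 and S100a8, is argued against by 8 other neutrophil genes (Srgn and Tyrobp among them), whose summed CPM in the LPS cells of the cluster was 0.0116% of that in the myeloid-like cells with at least 10 UMIs of S100a8, where Cxcl2 reached 7.00% and S100a8 18.7%. A different mix of cell states cannot be told apart from an effect of the ligand in so few cells, as Odam itself had a ratio of 0.609 and so differed between the libraries too. The higher level of Cxcl2 after LPS may be a response of these cells to LPS or a state of a few of them.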

How the results depend on the processing

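The alternatives that take only the Itgax-led sub-cluster, leave out the keratin-led sub-cluster or the cell with the most UMIs, count clusters 14 and 18 as B cells, leave S100a8, S100a9 and Lcn2 out of the clustering, or set other myeloid sub-clusters were chosen after seeing the data, and all others before the data were examined, but the cells of the macrophage-like and neutrophil-like parts come from a division set after. Of the values of the main comparisons under alternatives, 103 were alike within counting error, 20 moved and 5, all of Tnf, changed direction. Values whose reported interval already held 1, or 0 for the median, are not among the 5 when they crossed it. Of the other values, 286 were alike, 68 moved and 2 changed direction. The cause was not tested for any of these changes.

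With myeloid cells taken from the signature genes cell by cell, the CpG ODN/LPS ratio was 0.505 for Il1b, 0.568 for Tnf and 3.45 for Tgfb1, and Csf1 was at most 0.298. For those cells the ratio was 1.42 (1.32 to 1.51) for Mt4 and 1.07 (0.945 to 1.22) for Hspb1. Such narrow intervals need many LPS UMIs, whereas the myeloid-like cells had 1 and 2. Both genes lay mostly in the keratin-led sub-cluster, so cells taken by signature genes may hold epithelial RNA, which was not tested. The Il1b ratio was 0.284 with at least 1200 and 0.198 with at least 200 detected genes, 0.0909 as the mean over cells, 0.263 in neutrophil-like cells, 0.309 in the Itgax-led sub-cluster and 0.228 without the keratin-led one. With the sub-clusters set otherwise, it was 0.301 and 0.272 in neutrophil-like cells (10 and 5 neighbours at resolution 1) and 0.0543 in 3 and 1 macrophage-like cells (5 neighbours at resolution 1). Il1b stayed below 1 under all 17 alternatives that gave a ratio and Csf1 under all 11, but most of these re-use the same cells and are not independent.

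The direction of Tnf changed in macrophage-like or monocyte-like cells, to 6.35, and to 6.55 under 4 of the 5 other settings of the sub-clusters, where 15 cells after CpG ODN and 2 after LPS were compared. Under the fifth (3 and 1 cells) it was 0.0371. Tnf was 0.106 in neutrophil-like cells from 5 neighbours at resolution 0.5 and 0.236 without the cell with the most UMIs in each library. The Tgfb1 ratio was 3.21 in myeloid cells of the Itgax-led sub-cluster, and in B-like cells 0.577 with at least 1200 detected genes and 0.739 with clusters 14 and 18 counted as B cells. The B-like cells with at least 1200 genes (243 and 35) were clustered and named again and need not be the same cells. Il6 after CpG ODN was 0 CPM in neutrophil-like cells. The median log2 ratio of the immune response list was 2.17 in macrophage-like or monocyte-like cells, the 100th percentile of random lists, and turned positive with at least 1200 genes (0.57, percentile 96.8) and with the signature genes (0.56, percentile 99.5). Of the single genes named by rule, Egr1 fell to 0.980 in the Itgax-led sub-cluster and Hspb1 to 0.770 in neutrophil-like cells.

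With each library clustered on its own, no LPS cluster met the rule for myeloid cells, so this alternative gave no myeloid ratio. Neutrophil-like cells could not be compared with 8 or 10 neighbours at resolution 0.5, where no sub-cluster had that name. For Il1b and Tnf the 13 myeloid-like cells of the LPS library limit the comparison, since a single LPS cell held 45.9% of the Il1b UMIs and 47.0% of the Tnf UMIs, and for Il6 and Csf1 the few UMIs do. No paired analysis was possible because each ligand has 1 library.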

Differences from the paper's values

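The paper gives no numbers for these libraries, so the comparison is of directions. Fig. 3f draws the genes on a scale that extends below 0 and is not named in the text, whereas CPM of the summed cells are compared here. For Il1b in myeloid cells, the paper states a higher expression after CpG ODN than after LPS (Fig. 3f), whereas here the level was 6.84-fold higher after LPS, with a CpG ODN/LPS ratio of 0.146, and none of the alternatives that gave a ratio reached the paper's direction. For Tnf the paper states the same direction, whereas here the level was 6.01-fold higher after LPS (0.166). The paper's direction was reached in macrophage-like or monocyte-like cells alone (6.35), an alternative named before the data were examined whose cells come from a division set after, and under 4 other settings of that division chosen after seeing the values (6.55), while another gave 0.0371. For Csf1 the paper states the same direction, whereas here 1 UMI after CpG ODN stood against 11 after LPS (0.0317), and no alternative that gave a ratio reached the paper's direction. For Il6 the 3 UMIs were all in the CpG ODN library, too few to set against the paper's direction.

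In its discussion, the paper states a lower early immune response to LPS than to CpG ODN. The median log2 CpG ODN/LPS ratio of the immune response list in myeloid-like cells was -0.75 here. It was above 0 in macrophage-like or monocyte-like cells alone (2.17), with at least 1200 detected genes (0.57) and with the signature genes cell by cell (0.56), which are alternatives named before the data were examined, although the division into macrophage-like cells was set after.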

Other observations

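The tests on Fos and Egr1 in this part were chosen only after the result was seen, as was the test of Il1b in neutrophil-like cells. The tests of the mix in macrophage-like cells, whose division was set after, and those on free RNA and depth were set before the data were examined.

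The lower level of Il1b, Tnf and Csf1 after CpG ODN in myeloid-like cells was weighed against technical explanations. Free RNA is argued against, because the highest level in B-like or T-like cells of either library was 1.48 CPM for Il1b, 11.7 CPM for Tnf and 4.22 CPM for Csf1, far below 3243, 1546 and 127 CPM in the myeloid-like cells after LPS. A different mix of myeloid cells stays open. After LPS 8 of 13 cells were neutrophil-like and 2 macrophage-like, and after CpG ODN 5 and 16 of 35. Within macrophage-like cells Il1b had 1 and 0 UMIs, which decides nothing, and Tnf had a ratio of 6.35 on 1 LPS UMI. Within neutrophil-like cells the ratio was still 0.263 for Il1b, 0.138 (0.0489 to 0.316) for Tnf and 0.140 (0.00325 to 0.963) for Csf1, but these are 5 and 8 cells of which 1 and 5 had at least 10 UMIs of S100a8, so their own mix differs. In the Itgax-led sub-cluster the ratio of Tnf was 0.179 (0.110 to 0.284) and that of Il1b 0.309, but a single LPS cell held all 129 Il1b UMIs and 63 of the 66 Tnf UMIs. The mix and the ligand therefore cannot be told apart with so few cells. Depth per cell could not be weighed either. The share of cells with a UMI was higher after LPS by 33.0 percentage points for Il1b and 19.8 for Tnf as counted, and by 33.1 and 24.5 points thinned to 1500 UMIs, but the intervals overlapped before and after thinning. No gene measured here marks which ligand a library received, so a swap of the libraries was not tested. By eye, Fig. 3f draws more B cells for CpG ODN than for LPS, as the labels of the files do.

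Among the 217 genes compared in myeloid-like cells, Il1b and Tnf had the lowest ratios, followed by Gm42418 (0.210), Cebpb (0.225) and Srgn (0.237). The highest were Mt4 (224, on 1 LPS UMI, 40.0 to 8845), Hspb1 (29.3, on 2 LPS UMIs, 7.97 to 244), Fos (8.04), Dynll1 (4.57) and Egr1 (3.91). The keratin-led sub-cluster, present after CpG ODN alone, held 633 of the 642 Mt4 UMIs, 160 of the 168 Hspb1 UMIs and 120 of the 197 Dynll1 UMIs. Fos and Egr1 can rise when tissue is dissociated. Handling that differed for all cells of a library is a candidate explanation, and in fibroblast-like cells Fos and Egr1 had ratios of 1.30 (1.23 to 1.37) and 1.26 (1.17 to 1.36), above 1 but far from the myeloid ratios. In B-like cells the intervals held 1, and in T-like cells Fos was 0.164 (0.104 to 0.253), where 84 of the 93 LPS UMIs lay in a pair of cells. Handling stays open.

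The paper reports Ctsk by cell class for ligated gingiva. In the libraries analysed here, fibroblast-like cells held 487 of the 506 Ctsk UMIs after CpG ODN and 166 of 183 after LPS, at 445 CPM (406 to 486) and 350 CPM (298 to 407), a ratio of 1.27 (1.06 to 1.53) without a replicate. With called doublets removed the levels were 521 and 383 CPM, and with fibroblasts taken from the signature genes cell by cell 332 and 212 CPM. Tlr9 had 0 UMIs in fibroblast-like cells of both libraries, which allows up to 2.74 CPM after CpG ODN and 6.32 CPM after LPS, and 0 UMIs in myeloid-like cells, which allows up to 12.1 and 34.6 CPM. All cells together held 6 Tlr9 UMIs after CpG ODN and 0 after LPS, with 2.97 CPM (0.359 to 10.7) in B-like cells after CpG ODN. The gene was thus hardly detected in any class, and these zeros do not show its absence. By RT-qPCR, the paper reports Tlr9 mRNA in cultured gingival fibroblasts. In fibroblast-like cells Tlr2 had 19.2 CPM (11.9 to 29.3) and 35.8 CPM (20.9 to 57.3), and Tlr4 17.4 CPM (10.5 to 27.1) and 14.7 CPM (5.93 to 30.4), after CpG ODN and LPS respectively. Of the genes downstream of these receptors, Nfkb1 had 113 CPM (94.2 to 135) and 177 CPM (141 to 219), while the intervals of Myd88, Irak1, Irak3, Map3k7, Nfkb2 and Rela overlapped between the libraries.

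The fibroblast-like cells of both libraries formed 7 sub-clusters, made without Col14a1 and Ctsk, with settings chosen after the data were seen. One of them, with 12 cells and 222732 UMIs, is led by epithelial genes (Lgals7, Krt24, Mt4 and Krt14 among them) with 31.4 CPM of Ctsk, as doublets with epithelial cells would be, and it was kept in the values above. The sub-cluster led by Sfrp4, Cxcl5 and Myl9 had the highest Col14a1, at 768 CPM (674 to 870), and 426 CPM of Ctsk (358 to 505). The highest Ctsk was in the sub-clusters led by Cilp and Grem1, at 822 CPM (667 to 1001) with 210 CPM of Col14a1 (136 to 309), and by Tnn and Tnc, at 752 CPM (636 to 883) with 25.2 CPM of Col14a1 (8.19 to 58.9). These levels are of both libraries together and were not ranked within a library. The Sfrp4-led sub-cluster held 47 CpG ODN and 18 LPS cells, the Cilp-led one 24 and 5, and the Tnn-led one 42 and 3. Most of the Il6 UMIs of both libraries lay outside myeloid-like cells. Fibroblast-like cells held 61 of 137 after CpG ODN and 28 of 53 after LPS. In endothelial-like cells Il6 had 29 and 2 UMIs, a ratio of 11.6 (2.94 to 101), with 13 of the 29 in a single cell. The Il6 ratio was 10.9 (1.72 to 455) in pericyte-like or smooth muscle-like cells, on 1 LPS UMI. It was 0.945 in fibroblast-like, 1.01 in epithelial-like and 0.573 in gland-like cells, where the intervals held 1. Tnf in epithelial-like cells had 50 and 91 UMIs, a ratio of 0.292 (0.203 to 0.417). In gland-like cells Tnf had 60 and 53 UMIs, a ratio of 1.30 (0.882 to 1.91). No cause of these differences was tested.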
